# CD5L promotes efferocytosis and resolution of retinal ischemic injury

**DOI:** 10.1038/s41419-026-08752-8

**Published:** 2026-04-20

**Authors:** Rami A. Shahror, Bushra Zaman, Piyanan Chuesiang, Melissa Wild, Esraa Shosha, Yuet-Kin Leung, Shengyu Mu, Nancy J. Rusch, Abdelrahman Y. Fouda

**Keywords:** Neuro-vascular interactions, Translational research

## Abstract

Ischemia-induced retinopathy is a defining feature of prevalent ocular conditions, including diabetic retinopathy and central retinal artery or vein occlusion. Therapeutic interventions for ischemic retinopathies show limited efficacy and adverse effects, highlighting the need to thoroughly investigate the underlying mechanisms. Histone deacetylase 3 (HDAC3), a member of the histone deacetylase family, plays a central role in regulating gene expression in myeloid cells (microglia and macrophages). We recently showed that myeloid HDAC3 deletion promotes tissue repair and functional recovery after retinal ischemia-reperfusion (IR) injury via efferocytosis, a process by which myeloid cells engulf and clear apoptotic cells. Here, we investigated the mechanism by which myeloid HDAC3 deletion enhances efferocytosis. Employing an in vitro efferocytosis assay coupled with RNA sequencing on HDAC3 KO macrophages revealed that the secreted protein, CD5 molecule-like (CD5L), was the most upregulated among other pro-efferocytic genes. In vivo, we found that CD5L levels markedly increased in the retinas of myeloid HDAC3 KO mice subjected to IR injury, and its expression colocalized with myeloid cells. Co-immunoprecipitation experiments showed that HDAC3 represses CD5L expression in a liver X receptor (LXRα)-dependent manner. Additionally, we found that CD36, a receptor for CD5L that facilitates the clearance of apoptotic cells, was upregulated in retinal myeloid cells after IR. In vitro, CD5L treatment enhanced efferocytosis via CD36. We then evaluated the role of CD5L in retinal IR injury using in vivo neuronal, vascular, structural, and functional endpoints. CD5L KO mice showed worsened outcomes after IR, whereas treatment with recombinant CD5L was protective against retinal ischemic injury. Collectively, our findings suggest that deleting HDAC3 enhances macrophage efferocytosis by upregulating the CD5L/CD36 axis. CD5L may serve as a promising therapeutic target to improve outcomes in ischemic retinopathy.

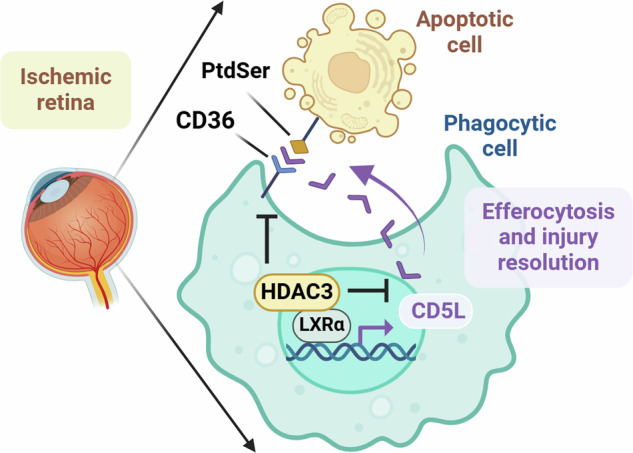

## Introduction

Ischemic retinopathies, such as diabetic retinopathy (DR), retinopathy of prematurity (ROP), and retinal artery and vein occlusions, are leading causes of visual impairment worldwide. These conditions impose a substantial financial strain and healthcare burden [1], yet current treatments offer limited efficacy [2]. Therefore, there is an urgent need to develop improved therapeutics. While the primary causes of ischemic retinopathies are diverse, they share a critical pathogenic event: an aberrant myeloid cell response to retinal injury that drives inflammation and tissue damage [3]. This myeloid cell response is widely studied using the mouse retinal ischemia-reperfusion (IR) injury model [4].

Efferocytosis is the process by which myeloid cells (e.g., macrophages/microglia) engulf apoptotic cells and damage-associated molecular patterns (DAMPs). It prevents the accumulation of apoptotic cells that can lead to a feed-forward cycle of inflammation and secondary necrosis [5, 6]. Efferocytosis is recognized as a reparative process in several pathological conditions, including stroke [7–9], cancer [10, 11], and atherosclerosis [5, 6, 12]. We recently demonstrated that efferocytosis is critical in resolving inflammation and promoting tissue repair following retinal IR injury. Critically, we identified the enzyme histone deacetylase 3 (HDAC3), a central mediator of the myeloid cell inflammatory response, as an intrinsic suppressor of efferocytosis and repair after retinal IR [3]. However, the specific molecular mechanisms by which HDAC3 inhibits myeloid cell-mediated efferocytosis and thus promotes retinal damage remain unknown.

To identify this mechanism of suppression, we focused on CD5 Molecule Like (CD5L), also known as Apoptosis Inhibitor of Macrophage (AIM). It is a soluble glycoprotein secreted mainly by macrophages in response to inflammation. It is known to enhance efferocytosis by acting as a ‘bridge’ molecule, binding to apoptotic cells and DAMPs to facilitate their subsequent engulfment by phagocytes [13, 14]. Reports have documented the protective role of CD5L in promoting efferocytosis after acute kidney injury and ischemic stroke [15, 16]. In the eye, CD5L is expressed by myeloid cells and retinal pigment epithelium (RPE) [17, 18]. It has been linked to increasing the phagocytic capacity of trabecular meshwork cells, thereby lowering the resistance to aqueous humor outflow [17]. Additionally, auto-antibodies against CD5L have been implicated in age-related macular degeneration, suggesting a protective role of CD5L in clearing abnormal lipid and protein depositions [17, 18]. These findings suggest a general protective role in clearing abnormal protein/lipid deposits and maintaining ocular health. Despite this, the function and regulation of macrophage-derived CD5L in promoting efferocytosis and mitigating neurovascular degeneration in the ischemic retina are entirely unknown.

Here, we identify a novel regulatory axis that governs the reparative phase after retinal ischemia. We report that HDAC3 deletion promotes CD5L-mediated efferocytosis by enhancing Liver-X-Receptor (LXR)-mediated CD5L transcription in retinal myeloid cells following IR injury. The resulting increase in CD5L signaling, mediated through the Cluster of Differentiation 36 (CD36) receptor on myeloid cells, facilitates the clearance of apoptotic cells, promotes injury resolution, and preserves retinal function. Furthermore, we demonstrate that therapeutic administration of recombinant CD5L confers significant protection against inner retinal neurovascular degeneration and preserves retinal function after IR injury.

## Results

### Macrophages lacking HDAC3 upregulate CD5L and other efferocytosis-related genes

We previously demonstrated that the enzyme HDAC3, a key regulator of the inflammatory response in myeloid cells, inhibits efferocytosis and tissue repair in the ischemic retina [3]. Here, we employed myeloid cell-specific HDAC3 KO (M-HDAC3^−/−^) mice to identify the mechanistic pathway by which myeloid HDAC3 deletion enhances efferocytosis and injury resolution after retinal ischemia. 

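Bone marrow-derived macrophages (BMDMs) labelled M-HDAC3-/- or HDAC3 f/f were left untreated, or were cocultured for 45 min with apoptotic cells (ACs) or non-apoptotic cells (NACs), washed and kept for 5 h. Their RNA was sequenced with 3 biological replicates per group, in 18 libraries. The M-HDAC3-/- mice carry loxP sites around exon 7 of Hdac3 and a Cre recombinase expressed from the lysozyme 2 locus (Lyz2). The ACs were K562 cells, a human leukemia line, exposed to UVB for 15 min and used 2 h later, and the NACs were K562 cells without this exposure. The authors aligned the reads to a mouse reference genome and counted them on genes. The paper's text names neither the aligner, the counting program and its strand setting, nor the gene annotation. The deposited values are these counts for each gene and library, without normalization. Of the 49056 gene identifiers shared with GENCODE M21, 44858 have its start and end on GRCm38. Between 4704491 and 26421267 counts per library fell on genes, with a median of 16477929. The group medians in HDAC3 f/f macrophages were 13938432 untreated, 12731225 with NACs and 13316613 with ACs, and in HDAC3-/- macrophages they were 25379897, 20077532 and 21505343. Genes with enough counts in the libraries compared were kept by edgeR's filterByExpr function (minimum count 10), normalized by the TMM method and compared with its quasi-likelihood test. Levels are given as CPM, the counts of a gene scaled to a common library total with TMM factors. The exact permutation tests are two-sided, and with 3 libraries against 3 their smallest *p* is 0.1. Limits that a count of 0 allows cover counting error only. The SE given with this test is the size of the log2 fold change divided by the square root of its F statistic.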

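Hdac3 (ENSMUSG00000024454), the targeted gene, lies on the reverse strand of chromosome 18 of GRCm38 from 37935844 to 37954988. With ACs it had 7.13, 38.3 and 29.7 CPM in the libraries labelled HDAC3 f/f and 39.8, 10.1 and 17.9 CPM in those labelled HDAC3-/-. The log2 fold change was −0.22 (SE 0.583, adjusted *p* = 0.841 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, *p* = 1). With each library left out in turn it lay between −0.84 and 0.28, and it was above 0 without HDAC3 f/f replicate 2 (0.28) and without HDAC3-/- replicate 2 (0.18). With NACs the values were 48.8, 44.0 and 11.6 CPM under the label HDAC3 f/f and 4.66, 34.1 and 42.6 CPM under the label HDAC3-/-, a log2 fold change of −0.34 (adjusted *p* = 0.836, same test). In untreated macrophages they were 3.38, 44.4 and 32.0 CPM and 38.7, 11.4 and 74.6 CPM, a log2 fold change of 0.49 (adjusted *p* = 0.645, same test). Within the 6 groups the highest library exceeded the lowest by a factor of 3.92 to 13.1. The counts cover the whole gene, and reads on exon 7 alone were not analysed here. Lyz2 (ENSMUSG00000069516; chromosome 10, 117277334 to 117282274) had 3872 ± 1318 CPM (SD, n = 3) in HDAC3 f/f and 6895 ± 3267 CPM in HDAC3-/- libraries with ACs, a log2 fold change of 0.80 (adjusted *p* = 0.284, same test). Its log2 fold change was 1.20 with NACs (adjusted *p* = 0.144, same test) and −1.94 untreated (adjusted *p* = 0.0425, same test). Because the level of Hdac3 did not separate the genotypes, libraries are named by their labels, and each direction is that of libraries labelled HDAC3-/- relative to libraries labelled HDAC3 f/f.

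**Figure D1:**
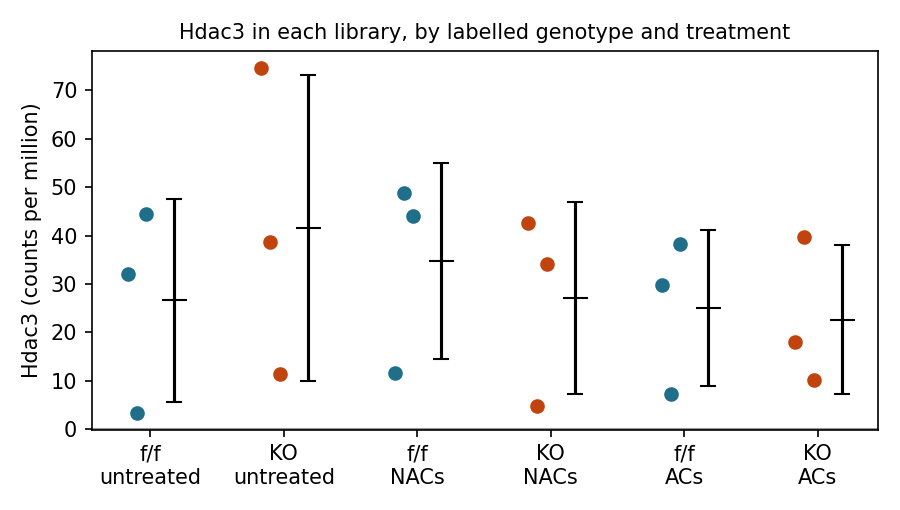
Hdac3 level (CPM, counts scaled with TMM factors) in each library of the 6 groups. Points are libraries (blue, labelled HDAC3 f/f; orange, labelled HDAC3-/-) and the black dash and bar are the mean and SD of 3 libraries; with ACs the HDAC3 f/f libraries span 7.13 to 38.3 and the HDAC3-/- libraries 10.1 to 39.8.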

We identified HDAC3-regulated candidate genes using an in vitro efferocytosis assay in which bone marrow-derived macrophages were isolated from M-HDAC3^−/−^ and HDAC3^f/f^ mice and then incubated with either apoptotic cells (ACs), non-apoptotic cells (NACs), or no cells (untreated) before being subjected to RNA-seq (Fig. 1A, Supplementary Fig. 1A, B). We identified 472 differentially expressed genes (DEGs, adjusted *p* or *q* < 0.05) in ACs-treated HDAC3^−/−^ vs HDAC3^f/f^ macrophages (Fig. 1B, C). 

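In the comparison of ACs-treated BMDMs labelled HDAC3-/- and HDAC3 f/f, 12304 genes were tested and 461 had an adjusted *p* under 0.05. Of these, 97 were higher and 364 (79.0%) lower in the libraries labelled HDAC3-/-. All 461 lay beyond a log2 fold change of 1, and 436 lay beyond 1.5, 77 of them higher. The 2 groups did not overlap for 3485 genes (28.3%), where chance gives 10%. The count depended on single libraries. Without HDAC3-/- replicate 1 no gene had an adjusted *p* under 0.05 (1810 had an unadjusted *p* under 0.05), without HDAC3 f/f replicate 3 there were 305, and without HDAC3-/- replicate 2 there were 1693, 737 of them higher. DESeq2's Wald test, the test the authors used, gave 1367 genes, 558 of them higher, including all 461. Among the largest increases, Itgax (ENSMUSG00000030789; chromosome 7, 128129547 to 128150657) rose from 9.17 ± 4.70 CPM (SD, n = 3) under the label HDAC3 f/f to 59.9 ± 27.0 CPM under the label HDAC3-/-. Its log2 fold change was 2.64 (SE 0.481, adjusted *p* = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). For Mmp19 (chromosome 10, 128790953 to 128800824) the log2 fold change was 2.48 (SE 0.435, adjusted *p* = 0.0153, same test). For Ctsl (chromosome 13, 64363214 to 64370306) it was 2.20 (SE 0.476, adjusted *p* = 0.0240, same test), and for Mamdc2 it was 2.14 (SE 0.569, adjusted *p* = 0.0452, same test). Each of these 4 genes was higher in all 3 HDAC3-/- libraries than in any HDAC3 f/f library, and without HDAC3-/- replicate 1 each had an adjusted *p* of 0.313. Mamdc2 also lost its call without HDAC3 f/f replicate 2 (0.101) and without HDAC3-/- replicate 3 (0.0521). Slc45a3 had 0, 1 and 1 counts in the HDAC3 f/f libraries and 25 in each HDAC3-/- library. The 5 largest decreases were in genes with few counts. Cldnd2 (chromosome 7, 43440782 to 43443334) had 17, 10 and 10 counts in the HDAC3 f/f libraries and 0 in each HDAC3-/- library, at least 5.05-fold lower. The genes 4930535I16Rik, Catspere2, Gm38104 and Mir207 had at most 4 counts in any HDAC3-/- library, so no fold is given.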

We then used Qiagen Ingenuity Pathway Analysis (IPA) to identify 14 genes that were related to efferocytosis and upregulated in the ACs-treated HDAC3^−/−^ macrophages (Fig. 1D). Of these 14 DEGs, the secreted protein CD5L was the most highly upregulated with logFC = 1.97 and *q* value = 0.025. 

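The 14 genes of Fig. 1D are Cd5l, Itgb3, Axl, Gas6, Mfge8, Rara, Plaur, Pfkfb3, Rac1, Lrp1, Trem2, Tyrobp, Tgm2 and Lgals3. All 14 had a higher fitted level in ACs-treated libraries labelled HDAC3-/-, but 1 had an adjusted *p* under 0.05 by edgeR's quasi-likelihood test. DESeq2's Wald test, the test the authors used, called 5 of them, Axl (adjusted *p* = 0.0329) and Itgb3 (0.0229) included. The count was also 5 with no filter, and 0 with limma without weights. Gas6 (ENSMUSG00000031451; chromosome 8 of GRCm38, 13465374 to 13494490) had 165 ± 16.6 CPM (SD, n = 3) under the label HDAC3 f/f and 463 ± 109 CPM under the label HDAC3-/-. Its log2 fold change was 1.43 (SE 0.394, adjusted *p* = 0.0486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, *p* = 0.1). The call held without HDAC3-/- replicate 2 (adjusted *p* = 0.0176, same test) and was lost with any other ACs library left out, with adjusted *p* from 0.0558 without HDAC3-/- replicate 3 to 0.313 without HDAC3-/- replicate 1. It was also lost with all 18 libraries in one fit (adjusted *p* = 0.0685) and with limma on log2 CPM without weights (adjusted *p* = 0.0745), where the alternatives that kept the 6 libraries gave adjusted *p* from 0.00342 to 0.101. Itgb3 (chromosome 11, 104608000 to 104670476) had 3.72 ± 2.32 and 13.1 ± 4.43 CPM, a log2 fold change of 1.73 (SE 0.541, adjusted *p* = 0.0724, same test). Axl (chromosome 7, 25757273 to 25788705) had 55.6 ± 30.9 and 175 ± 98.3 CPM, a log2 fold change of 1.57 (SE 0.518, adjusted *p* = 0.0861, same test). Both passed 0.05 without HDAC3 f/f replicate 2 (Itgb3 0.0381, Axl 0.0189) and without HDAC3-/- replicate 2 (0.0177 and 0.0123). Lrp1 (chromosome 10, 127538161 to 127621148) had 218 ± 52.8 and 381 ± 56.5 CPM, a log2 fold change of 0.76 (SE 0.389, adjusted *p* = 0.239, same test). For Mfge8, Rara and Plaur the log2 fold change was 1.27, 1.22 and 1.20. For Pfkfb3, Rac1, Trem2, Tyrobp, Tgm2 and Lgals3 it ran from 0.99 down to 0.26. With any 1 library left out, Lgals3 alone among the 14 fell to a value below 0 (−0.006 without HDAC3-/- replicate 3).

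**Figure D2:**
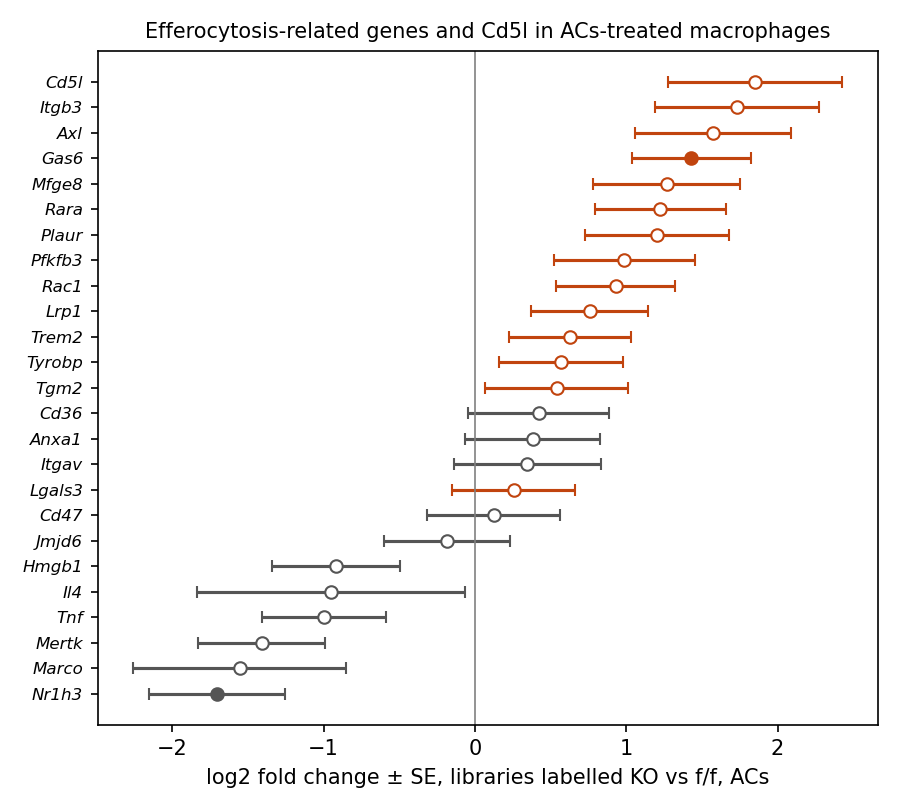
Log2 fold change for 25 genes in ACs-treated libraries labelled HDAC3-/- relative to HDAC3 f/f, 3 libraries per group. Bars are the SE derived from the F statistic of the test. Orange marks the genes of Fig. 1D and grey the other efferocytosis-related genes; filled points have an adjusted *p* under 0.05, which are Gas6 at 1.43 and Nr1h3 at −1.71.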

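Cd5l (ENSMUSG00000015854), which encodes CD5L, lies on the forward strand of chromosome 3 of GRCm38 from 87357881 to 87371073. With ACs it had 20.7, 167 and 121 CPM in the libraries labelled HDAC3 f/f and 395, 290.2 and 478 CPM in those labelled HDAC3-/-. The means were 103 ± 74.6 and 388 ± 94.3 CPM (SD, n = 3), and every HDAC3-/- library was above every HDAC3 f/f library (exact permutation test, *p* = 0.1). The log2 fold change was 1.85 (SE 0.576, unadjusted *p* = 0.0056, adjusted *p* = 0.0775 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It was the largest among the genes of Fig. 1D, ahead of Itgb3 by less than the SE of either gene. DESeq2's Wald test gave a log2 fold change of 1.91 (adjusted *p* = 0.0178), and over all alternatives that kept the 6 libraries the adjusted *p* ran from 0.00207 to 0.144. Without HDAC3 f/f replicate 1, the library with the lowest level, the log2 fold change was 1.38 (adjusted *p* = 0.105 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Cd5l passed 0.05 without HDAC3 f/f replicate 2 (2.45, adjusted *p* = 0.00514, same test) and without HDAC3 f/f replicate 3 (2.03, adjusted *p* = 0.0489, same test). In untreated BMDMs Cd5l had 118 ± 91.9 CPM under the label HDAC3 f/f and 241 ± 103 CPM under the label HDAC3-/-, a log2 fold change of 0.93 (adjusted *p* = 0.319, same test). With NACs it had 187 ± 86.5 and 117 ± 68.3 CPM, a log2 fold change of −0.65 (adjusted *p* = 0.369, same test). The difference between the genotype effects with ACs and with NACs was 2.60 on the log2 scale (SE 0.871, adjusted *p* = 0.124, same test). After its RNA-seq, RT-PCR, western blot, HDAC3 inhibitor and ELISA results, the paper describes CD5L as a pro-efferocytic target that HDAC3 regulates negatively in macrophages.

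**Figure D3:**
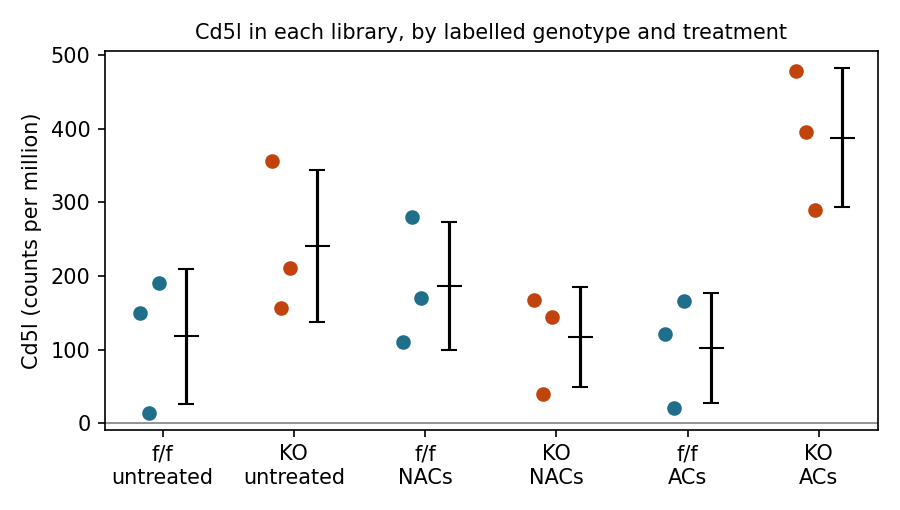
Cd5l level (CPM, counts scaled with TMM factors) in each library of the 6 groups. Points are libraries (blue, labelled HDAC3 f/f; orange, labelled HDAC3-/-) and the black dash and bar are the mean and SD of 3 libraries; with ACs the HDAC3-/- libraries lie between 290.2 and 478, all above the HDAC3 f/f libraries.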

Subsequently, RT-PCR results validated our RNA-seq data by confirming the upregulation of three DEGs with well-documented roles in efferocytosis, including CD5L, the pro-efferocytic receptors, AXL (a receptor tyrosine kinase), and the low-density lipoprotein receptor-related protein 1, LRP1 (Fig. 1E–G). We further validated the upregulation of CD5L in HDAC3^−/−^ macrophages treated with ACs by western blotting, whereas LRP1 did not show a change, and AXL was undetectable (Fig. 1H, I). Since HDAC3 can regulate gene expression independently of its histone deacetylase activity, we sought to determine whether HDAC3 enzymatic activity is required to suppress CD5L expression. We assessed CD5L mRNA in cell lysates and protein levels in the supernatant of macrophages treated with ACs with or without the HDAC3-specific inhibitor RGFP966. Indeed, we found a strong upregulation of CD5L mRNA (Fig. 1J) and secreted protein levels measured by ELISA (Fig. 1K) after pharmacological inhibition of HDAC3, suggesting that HDAC3 activity suppresses CD5L transcription induced by ACs treatment.

**Fig. 1:**
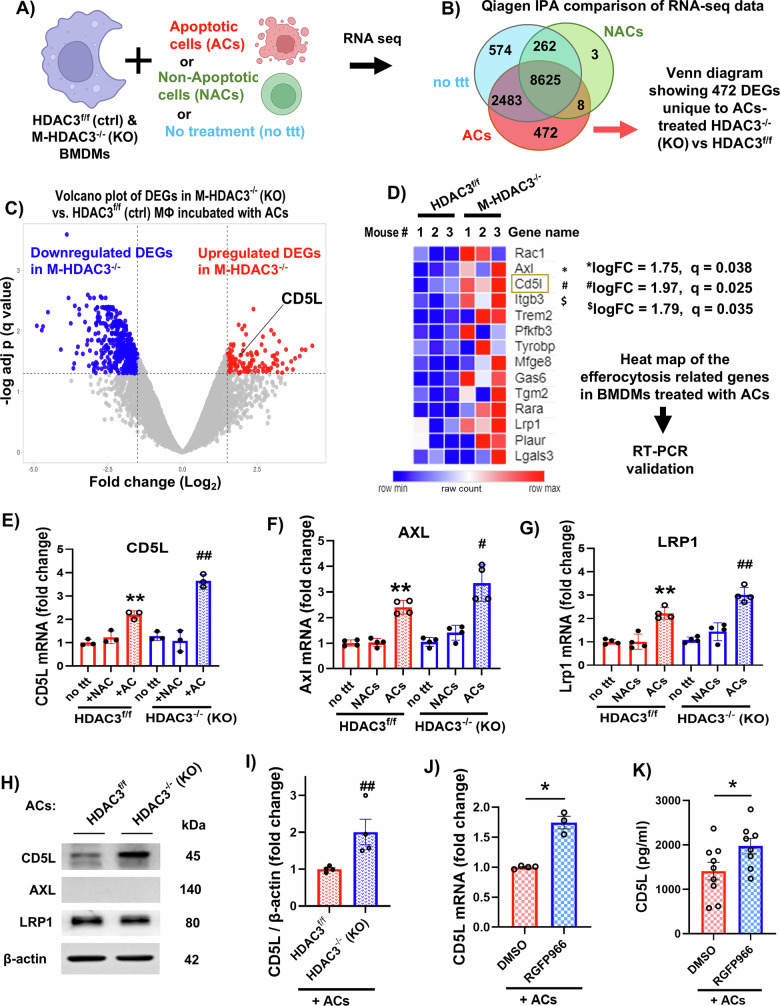
Macrophages lacking HDAC3 upregulate CD5L and other efferocytosis-related genes in vitro. **A** Schematic of the in vitro efferocytosis experiment using bone marrow-derived macrophages (BMDMs) isolated from M-HDAC3^−/−^ and HDAC3^f/f^ mice. RNA-seq and Qiagen Ingenuity Pathway Analysis (IPA) were performed on BMDMs subjected to no treatment (no ttt) or incubation with apoptotic cells (ACs) or non-apoptotic cells (NACs) for 45 minutes, followed by washing of unengulfed cells & incubation for 5 h, *n* = 3 biological replicates per group. **B** Venn diagram showing 472 differentially expressed genes (DEG) in RNA-seq data from ACs-treated HDAC3^−/−^ vs HDAC3^f/f^ BMDMs. **C** Volcano plot showing CD5L as one of the up-regulated DEGs in AC-treated HDAC3^−/−^ vs HDAC3^f/f^ BMDMs using log2 fold change (logFC) and *q* value (adjusted *p*) cutoffs of 1.5 and 0.05, respectively. **D** Heatmap displaying the upregulated efferocytosis-related genes in HDAC3^−/−^ BMDMs incubated with ACs. CD5L showed the highest logFC-value of 1.97 among the efferocytosis-related genes and a *q* value of 0.025. **E**–**G** RT-PCR validation of the efferocytosis-related genes CD5L, AXL, and LRP1 confirmed the RNA-Seq results showing upregulation of these genes in BMDMs derived from HDAC3^−/−^ vs HDAC3^f/f^ after incubation with ACs, *n* = 3–4, **P < 0.01 vs no ttt & NAC groups; ^#^*P* < 0.05, ^##^*P* < 0.01 vs all other groups. **H**, **I** Western blot and quantification of CD5L protein abundance confirm the RNA-seq finding that HDAC3 deletion upregulates CD5L expression in macrophages incubated with ACs, *n* = 4, ^##^*p* < 0.01 vs HDAC3^f/f^ groups. LRP1 protein levels did not differ between groups, whereas AXL was undetectable. **J** RT-PCR mRNA analysis of WT BMDMs treated with the HDAC3 inhibitor RGF966 shows upregulation of CD5L after incubation with ACs compared to DMSO-treated BMDMs, *n* = 3–4, *p < 0.05 vs DMSO. **K** ELISA confirms increased CD5L abundance in media from RGFP966-treated compared to DMSO-treated BMDMs after incubation with ACs, *n* = 8–9, *p < 0.05 vs DMSO.

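The genotype labels were compared in the same way with NACs and without treatment. With NACs 11923 genes were tested and 103 had an adjusted *p* under 0.05, 64 of them higher in libraries labelled HDAC3-/-. The groups did not overlap for 27.0% of the tested genes, where chance gives 10%. This count was 0 without HDAC3 f/f NACs replicate 1 (1652 genes with an unadjusted *p* under 0.05) and 3121 without HDAC3 f/f NACs replicate 2. In untreated BMDMs 12101 genes were tested and 1404 passed, 368 of them higher. The groups did not overlap for 40.5% of them. Here the count was 0 without HDAC3 f/f untreated replicate 2 (2577 genes with an unadjusted *p* under 0.05), HDAC3 f/f untreated replicate 3 (3980) or HDAC3-/- untreated replicate 3 (3593), and 5887 without HDAC3-/- untreated replicate 1. Untreated, 54 of 2405 called genes were higher with library totals alone, and 749 of 1637 with DESeq2's size factors. With an offset for the GC content and length of each gene, 0 genes passed untreated, 1 with NACs and 1236 with ACs. Without the offset, 373 of the 461 genes that passed with ACs passed in neither other comparison, 88 of them higher and 285 lower. Another 79 passed with ACs and untreated, 6 with ACs and NACs, and 3 in all 3 comparisons. The 82 genes shared by the ACs and untreated comparisons all changed in the same direction. Across 13662 genes, however, the 2 genotype differences had a correlation of 0.224. One as large came from 46 of 100 pairs of drawn splits of the genotype labels. The genes unique to ACs depended on HDAC3-/- ACs replicate 1, without which there were 0, as no gene passed with ACs, and without HDAC3-/- ACs replicate 2 there were 1422. Passing with ACs and not with NACs does not show a difference between them, so the difference itself was tested as an interaction of genotype label and treatment over 12 libraries. Of the 372 genes unique to ACs that could be tested, 2 passed it. In total 10 of 13076 genes passed. None did without HDAC3 f/f NACs replicate 1 (1919 with an unadjusted *p* under 0.05), HDAC3 f/f NACs replicate 3 (1922), HDAC3-/- NACs replicate 3 (2303) or HDAC3-/- ACs replicate 1 (2336), and 826 did without HDAC3-/- ACs replicate 2.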

### CD5L is upregulated in HDAC3^−/−^ myeloid cells after retinal ischemic injury in vivo

After identifying CD5L as a pro-efferocytic target negatively regulated by HDAC3 in macrophages, we investigated its expression in vivo after retinal IR. CD5L was strongly upregulated in M-HDAC3^−/−^ retinas as compared to HDAC3^f/f^ retinas at 48 h after IR injury, implying that HDAC3 suppresses CD5L expression in the ischemic retina (Fig. 2A, B). We then determined that this over-abundant CD5L protein in the IR-injured HDAC3^−/−^ retinas strongly colocalized with Iba-1-labeled microglia/macrophages (Fig. 2C). This colocalization was most prominent in the inner retina, which is most adversely affected by IR. We also determined CD5L expression in postmortem human retina sections from control subjects and patients with DR, which involves retinal ischemia as a pathological component. Immunolabeling revealed strong colocalization of CD5L with its receptor, cluster of differentiation 36 (CD36), as well as with Iba-1-labeled myeloid cells in control retinas with a marked reduction in DR (Fig. 2D).

**Fig. 2:**
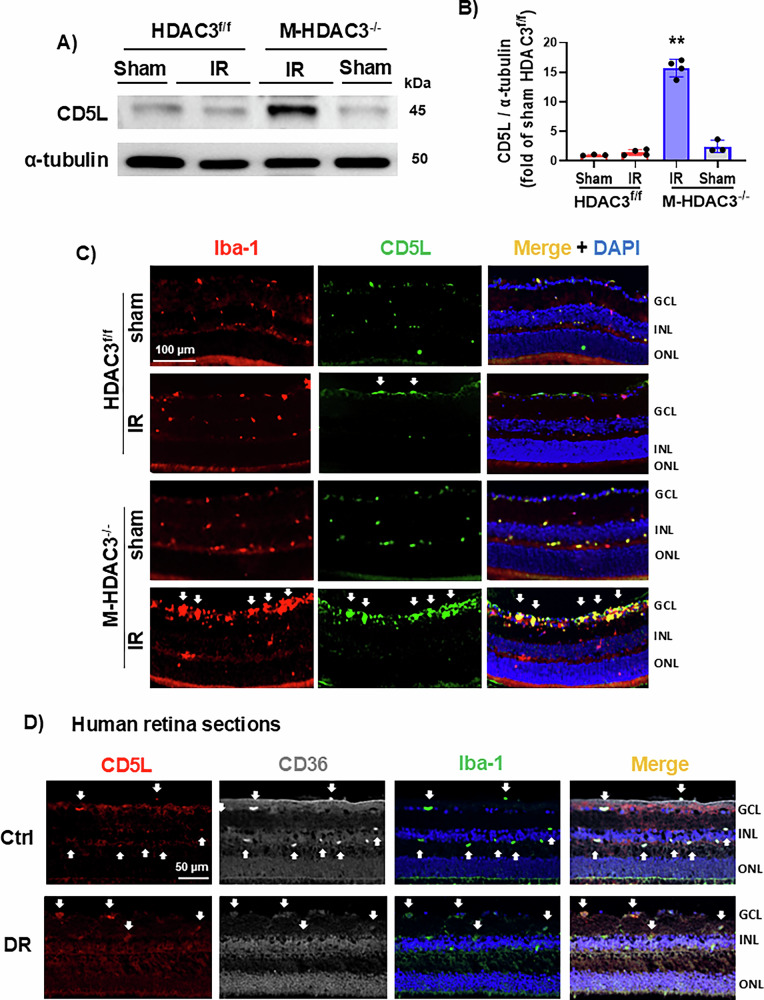
Myeloid HDAC3 deletion upregulates CD5L in retinas of IR-injured mice. **A**, **B** Western blot and quantification show upregulation of CD5L protein in the M-HDAC3^−/−^ retinas at 48 h after IR as compared to the HDAC3^f/f^ IR-injured retinas and sham controls, *n* = 3–4, **p < 0.01 vs other groups. **C** Representative images from retina sections immunolabeled for CD5L at 48 h after IR confirmed the upregulation of CD5L with strong colocalization with Iba-1^+^ microglia/macrophages (marked by arrows) in the M-HDAC3^−/−^ IR retinas, *n* = 2–4. **D** Postmortem retina sections from human donors show reduced colocalization (marked by arrows) of CD5L (red), and its receptor CD36 (white) in Iba-1^+^ cells (green) in DR retinas compared to healthy controls (Ctrl), *n* = 4.

### HDAC3-LXRα association suppresses CD5L

We have previously reported that inhibition of HDAC3 by RGFP966 (RGFP) enhances the efferocytosis function of macrophages [3]. Here, we investigated whether CD5L mediates this enhanced efferocytosis when HDAC3 is inhibited. We subjected BMDMs from WT and CD5L KO (CD5L^−/−^) mice (Supplementary Fig. 2) to an in vitro efferocytosis assay with or without HDAC3 inhibition (Fig. 3A). As we reported previously [3], RGFP966-treated WT macrophages showed enhanced efferocytosis function when incubated with ACs, an effect that was reduced in the CD5L^−/−^ macrophages (Fig. 3B, Supplementary Fig. 4).

**Fig. 3:**
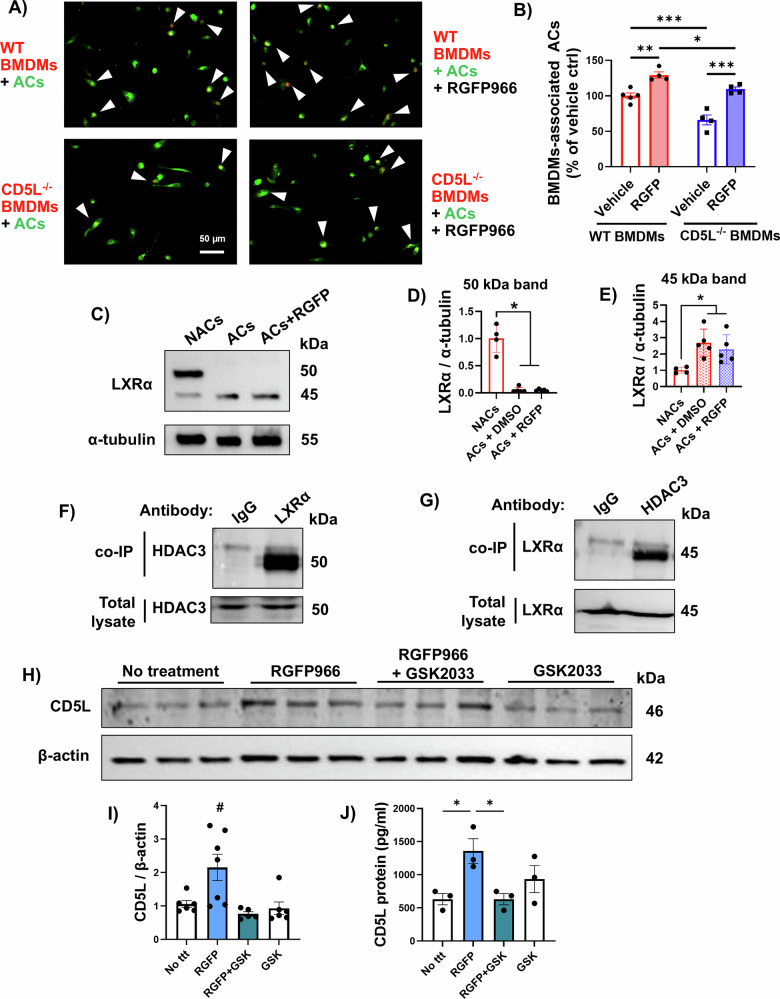
HDAC3 inhibition upregulates CD5L in an LXRα-dependent manner, promoting efferocytosis. **A** Representative images of in vitro efferocytosis studies in which CFDA green-labeled K-562 ACs were added to WT or CD5L^−/−^ (KO) CM-DiI red-labeled BMDMs pretreated with or without the HDAC3 inhibitor RGFP966 (arrows pointing to engulfed ACs). **B** Quantification shows enhanced efferocytosis with HDAC3 inhibition, whereas CD5L deletion reduced efferocytosis. Two-way ANOVA revealed that HDAC3 inhibition and CD5L deletion exerted statistically significant effects independently, with no interaction between the two factors, *n* = 4, *p < 0.05, **p < 0.01, ***p < 0.001. **C**–**E** Western blotting and quantification were performed on WT BMDMs incubated with NACs or ACs, showing changes in LXR-α, a transcription factor that regulates CD5L expression. Incubation with ACs with or without RGFP966 treatment led to reduced expression of the 50 kDa band and increased 45 kDa band as compared to incubation with NACs, *n* = 4–5, *p < 0.05. **F**, **G** Co-immunoprecipitation (co-IP) studies of WT BMDMs incubated with ACs suggest protein-protein interaction of HDAC3 and LXR-α, since treating cell lysates with antibodies for either protein resulted in detection of the other protein, but not with the IgG non-targeting antibody. **H**, **I** Western blot analysis on WT BMDMs incubated with ACs shows increased CD5L expression with RGFP966 treatment, whereas co-treatment with the LXR-α inhibitor GSK2033 blunted this effect, *n* = 5–7, ^#^*p* < 0.05 vs other groups. **J** ELISA analysis of secreted CD5L in the culture media confirmed the cell lysates’ Western blot results, *n* = 3, *p < 0.05.

Next, we conducted a Qiagen IPA BioProfiler analysis of the RNA-seq data to investigate potential intermediates by which HDAC3 suppresses CD5L expression, thereby impairing the efferocytotic response. 

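Supplementary Fig. 1C lists 24 efferocytosis-related genes. All 24 were tested in ACs-treated BMDMs, and 17 were higher and 7 lower in libraries labelled HDAC3-/-. Their median log2 fold change was 0.48, from −1.71 to 1.73. Over all genes tested, 2 had an adjusted *p* under 0.05, 1 higher (Gas6) and 1 lower (Nr1h3). Adjusted over the list alone, 6 passed. The study chose the list on these samples, so neither this count nor a test of the list as a whole is independent evidence. Against all other tested genes, the camera set test with a preset correlation of 0.01 gave *p* = 0.0327 for a higher level of the list (adjusted *p* = 0.147 over the 9 lists tested in this comparison). The fry set test gave *p* = 0.0416, and camera with an estimated correlation gave *p* = 0.0769. With single libraries left out, the camera *p* was above 0.05 without HDAC3-/- replicate 2 (0.115, median 0.37) and without HDAC3-/- replicate 3 (0.0662, median 0.58). With NACs 12 of the genes were higher and 12 lower (a camera *p* of 0.918), and in untreated BMDMs 14 were higher and 10 lower (a camera *p* of 0.239). For the interaction of genotype label with ACs or NACs, the camera *p* was 0.0947 and the fry *p* 0.0148. Mertk (chromosome 2 of GRCm38, 128698956 to 128802894), a receptor of the same family as Axl, had 127 ± 7.54 CPM (SD, n = 3) under the label HDAC3 f/f and 49.1 ± 19.5 CPM under the label HDAC3-/-, a log2 fold change of −1.41 (SE 0.420, adjusted *p* = 0.0630 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). It passed 0.05 without HDAC3-/- replicate 2 (−1.66, adjusted *p* = 0.0211, same test). With every library kept, Mertk also passed with DESeq2's Wald test (−1.365, adjusted *p* = 0.0209) and with at least 10 counts in every library (0.0342). It passed with an offset for GC content and length (−1.604, adjusted *p* = 0.0136), and with that offset and a replicate block (0.0352). Under the other alternatives it did not, with adjusted *p* up to 0.419 (limma on log2 raw counts).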

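Nr1h3 (ENSMUSG00000002108), which encodes LXRα, lies on the reverse strand of chromosome 2 of GRCm38 from 91184061 to 91202834. With ACs it had 246, 484 and 468 CPM in the libraries labelled HDAC3 f/f and 96.7, 82.7 and 207 CPM in those labelled HDAC3-/-, so every HDAC3-/- library was below every HDAC3 f/f library. The log2 fold change was −1.71 (SE 0.449, adjusted *p* = 0.0445 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, *p* = 0.1). It stayed negative with each library left out, from −2.17 to −1.41. The call was lost without HDAC3 f/f replicate 2 (adjusted *p* = 0.0602, same test), HDAC3 f/f replicate 3 (0.127), HDAC3-/- replicate 1 (0.323) or HDAC3-/- replicate 2 (0.0560). With every library kept, the call was lost with limma on log2 raw counts (adjusted *p* = 0.285) and on log2 CPM without weights (0.0576). It held under the other alternatives, with adjusted *p* from 0.01 (DESeq2's Wald test) to 0.0444 (DESeq2's size factors in the edgeR fit). In untreated BMDMs the log2 fold change was 0.41 (adjusted *p* = 0.521 from edgeR's quasi-likelihood test), and with NACs it was −0.39 (adjusted *p* = 0.464, same test). The interaction of genotype label with ACs or NACs was −1.23 (adjusted *p* = 0.243, same test). A list of 20 LXR-related genes was also examined in ACs-treated BMDMs, 3 of which (Cd5l, Mertk and Nr1h3) are among the genes the paper selected. Besides targets of LXR it holds the receptor genes Nr1h3 and Nr1h2, so it does not measure target genes alone. Both receptor genes were lower, Nr1h2 by −0.86 (adjusted *p* = 0.237, same test). Of the 20 genes, 10 were higher and 10 lower in libraries labelled HDAC3-/-. Of these, 2, Abcg1 and Nr1h3, had an adjusted *p* under 0.05 over all genes tested. Adjusted over the list alone, 4 passed. The median log2 fold change of the list was 0.25 (a camera *p* of 0.440 and a fry *p* of 0.500), and it was below 0 without HDAC3-/- replicate 1 (−0.15) and when only genes with at least 10 counts in every library were tested (−0.03). Abcg1 (chromosome 17, 31057698 to 31115777) rose from 65.8 ± 6.23 to 215 ± 24.2 CPM (SD, n = 3), a log2 fold change of 1.66 (SE 0.385, adjusted *p* = 0.0303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).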

We identified the CD5L receptor, CD36, and liver-X-receptor α (LXRα), which transcriptionally mediates the expression of CD5L (Supplementary Fig. 1C) [13,19]. Because HDAC3 is known to repress LXRs-mediated gene transcription [20], we investigated whether HDAC3 suppression of LXRα attenuates CD5L expression in macrophages. Western blotting of protein lysates from BMDMs subjected to ACs revealed a lower apparent molecular weight of LXRα, suggesting that alternative splicing or post-transcriptional modification of LXRα is associated with efferocytosis (Fig. 3C–E). However, treatment with the HDAC3 inhibitor RGFP966 did not affect LXRα protein levels or its molecular weight. In contrast, reciprocal co-immunoprecipitation (co-IP) using anti-LXRα and anti-HDAC3 revealed that HDAC3 directly binds to LXRα (Fig. 3F, G). Treatment of BMDMs with the LXRα inhibitor, GSK2033, reduced the RGFP966-mediated upregulation of CD5L, suggesting that HDAC3 suppresses LXRα-mediated CD5L expression by inhibitory complex formation (Fig. 3H–J).

### Macrophage CD36 binds CD5L to mediate efferocytosis

Our BioProfiler analysis of the RNA-seq data identified CD36, a multifunctional membrane glycoprotein expressed by many cell types, which acts as a receptor for CD5L. This finding implied that HDAC3 may not only suppress CD5L expression during retinal IR injury but also may suppress its target receptor to serially inhibit CD5L-mediated efferocytosis. 

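Cd36 (ENSMUSG00000002944) lies on the reverse strand of chromosome 5 of GRCm38 from 17781690 to 17888801. In ACs-treated BMDMs it had 328, 90.2 and 216 CPM in the libraries labelled HDAC3 f/f and 262, 402 and 199.7 CPM in those labelled HDAC3-/-. The means were 211 ± 119 and 288 ± 103 CPM (SD, n = 3), a difference smaller than either SD. The log2 fold change was 0.42 (SE 0.468, adjusted *p* = 0.603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, *p* = 0.5). Without HDAC3 f/f replicate 2 the log2 fold change was 0.08, and without HDAC3 f/f replicate 1 it was 0.92. With an offset for the GC content and length of each gene, the log2 fold change was 1.39 (adjusted *p* = 0.0180, same test), where the alternatives that kept the 6 libraries gave adjusted *p* from 0.0180 to 0.655. With NACs the log2 fold change was 0.93 (adjusted *p* = 0.191, same test), and in untreated BMDMs it was −0.91 (adjusted *p* = 0.263, same test). Between ACs and NACs, Cd36 differed by −0.02 on the log2 scale in libraries labelled HDAC3-/- (adjusted *p* = 0.985, same test) and by 0.45 in those labelled HDAC3 f/f (adjusted *p* = 0.902, same test).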

We observed a strong colocalization of CD36 with Iba-1-labeled myeloid cells in the injured WT retina flat mounts collected at 48 h after IR (Fig. 4A). Immunolabeling of retina sections demonstrated more CD36-expressing myeloid cells in M-HDAC3^−/−^ IR retinas compared to HDAC3^f/f^ retinas (Fig. 4B), a finding confirmed by Western blots of retina lysates (Fig. 4C, D). Collectively, these data suggested that myeloid HDAC3 suppresses CD36 expression after retinal IR injury.

**Fig. 4:**
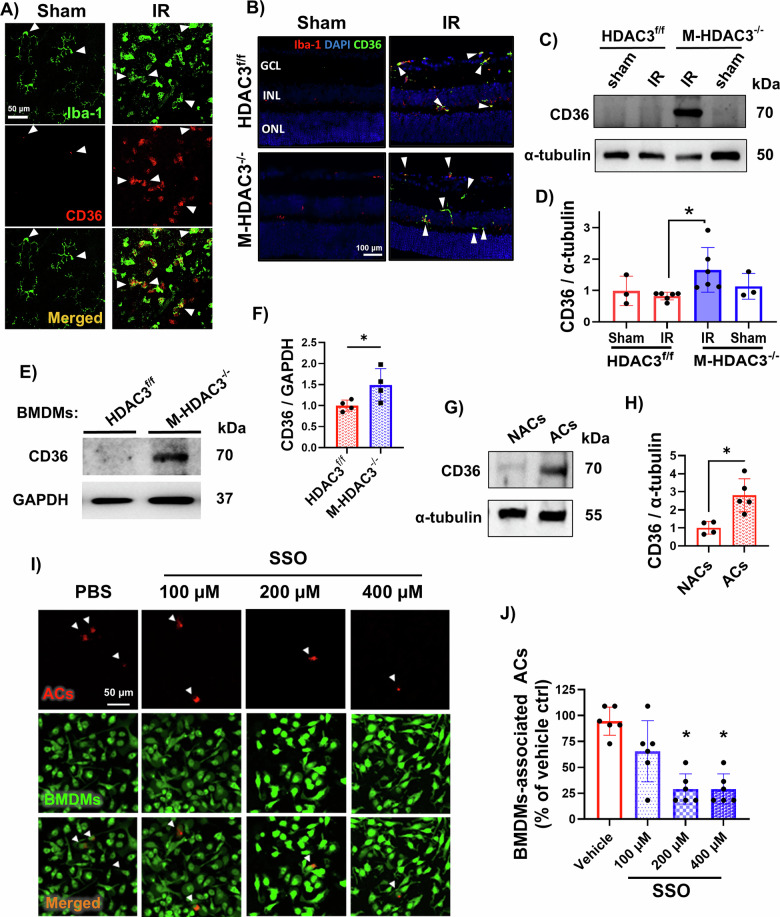
Myeloid HDAC3 deletion upregulates CD36 expression in vivo and in vitro. **A** Immunofluorescence labeling of CD36 (red) and Iba-1 (green) in WT sham and IR-injured retina flat mounts showed increased CD36/Iba-1 colocalization at 48 hours after IR as compared to sham. **B** Immunofluorescence labeling of retina sections with Iba-1 (red) and CD36 (green) shows increased CD36/Iba-1 colocalization in the injured retinas of M-HDAC3^−/−^ as compared to HDAC3^f/f^ mice at 48 h after IR, with less expression in sham retinas. **C**, **D** Western blot on retina lysates from M-HDAC3^−/−^ and HDAC3^f/f^ mice collected at 48 h after injury confirmed the increased CD36 protein in M-HDAC3^−/−^ retinas, *n* = 3-6, *p < 0.05. **E**, **F** Western blot on BMDMs lysates and quantification showed increased CD36 expression in HDAC3^−/−^ BMDMs as compared to HDAC3^f/f^ controls, *n* = 4, *p < 0.05. **G**, **H** Western blot on WT BMDMs cells lysates incubated with NACs or ACs showed elevated CD36 protein levels after ACs incubation, *n* = 4–5, *p < 0.05. **I** Representative images of an in vitro efferocytosis assay where CM-DiI red-labeled ACs were co-cultured with CFDA green-labeled WT BMDMs pretreated with various concentrations of the CD36 pharmacological inhibitor sulfo-N-succinimidyl oleate (SSO). **J** Quantification of BMDM-associated ACs as an indicator for efferocytosis showed decreased ACs uptake with increasing concentrations of SSO pretreatment, suggesting a key role of CD36 in macrophage efferocytosis ability, *n* = 6, *p < 0.05 vs vehicle and 100 µM SSO.

In vitro studies confirmed that HDAC3 suppresses CD36 in macrophages and uncovered a crucial role for CD5L-CD36 signaling in efferocytosis. Initially, we conducted Western blots to confirm that HDAC3^−/−^ BMDMs exhibit higher CD36 expression compared to control HDAC3^f/f^ BMDMs (Fig. 4E, F). Next, we incubated WT macrophages with nonapoptotic (NACs) or apoptotic cells (ACs). We found that CD36 was strongly upregulated in response to ACs treatment, suggesting that an increased abundance of the receptor may enhance CD5L-mediated efferocytosis (Fig. 4G, H). Indeed, we observed that the CD36 inhibitor, SSO (200 and 400 µM), inhibited efferocytosis by WT BMDMs (Fig. 4I, J). Similarly, CD36-neutralizing antibodies also inhibited efferocytosis (Supplementary Fig. 3A, B). Finally, to verify that the macrophage CD5L/CD36 signaling pathway mediates efferocytosis, we repeated the in vitro efferocytosis assay using recombinant CD5L (rCD5L) and incubated a subset of WT BMDMs with SSO to block the CD36 receptor. Pharmacological blocking of the CD36 receptor with SSO inhibited CD5L binding to macrophages (Fig. 5A, B), and complementary co-IP studies showed that CD5L directly binds to CD36 during efferocytosis (Fig. 5C). Finally, the addition of rCD5L increased the uptake of ACs by WT BMDMs, whereas SSO-mediated inhibition of CD36 prevented this increased efferocytosis (Fig. 5D, E, Supplementary Fig. 4).

**Fig. 5:**
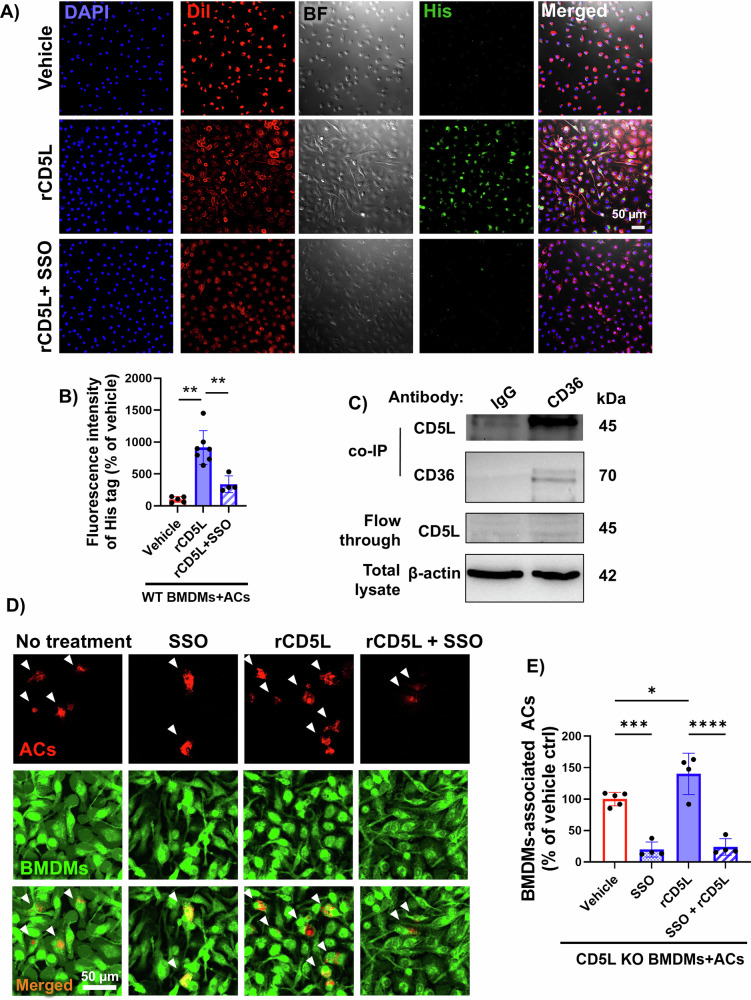
CD36 inhibition impairs CD5L-mediated efferocytosis. **A** Representative fluorescent and bright field (BF) images of CD5L uptake by BMDMs. WT CM-DiI red-labeled BMDMs were incubated with K-562 apoptotic cells (ACs) and treated with rCD5L (1 µg/ml) with or without sulfo-N-succinimidyl oleate (SSO, 200 µM) for 45 min, followed by washing. The His-tagged CD5L was labeled using anti-His secondary antibody (green) and counterstained with DAPI. **B** Quantification of rCD5L (anti-His-tag) fluorescence intensity in (**A**), which represents the internalized rCD5L during efferocytosis, shows reduced rCD5L uptake with the CD36 receptor blocker SSO, *n* = 4–7, **p < 0.01. **C** Co-immunoprecipitation (co-IP) using CD36 antibodies on WT BMDMs lysate after incubation with ACs and treated with CD5L suggests an interaction between CD36 and CD5L. **D** Representative images of WT CFDA green-BMDMs pretreated with or without SSO (200 µM) and incubated with CM-DiI red-labeled ACs in the presence or absence of rCD5L (1 µg/ml). **E** Quantification showed decreased CD5L-mediated efferocytosis with CD36 inhibition using SSO (200 µM), *n* = 4, *p < 0.05, **p < 0.01, ***p < 0.001, ***p < 0.0001.

### CD5L deletion worsens retinal IR injury

We next sought to determine the role of CD5L in retinal IR outcomes. CD5L^−/−^ mice subjected to sham or IR injury were sacrificed at different time points to assess neurovascular outcomes. The IR model results in blood-retinal barrier disruption at 48 h after injury, as assessed by Western blotting for blood albumin extravasation into the retinal tissue. CD5L^−/−^ retinas showed increased albumin leakage after IR compared to WT retinas (Fig. 6A, B), which was confirmed using flat mount imaging of leaked Evans blue dye (Fig. 6C, D), suggesting a vascular protective role of CD5L in IR. This vascular protective role was further confirmed by a retina trypsin digest 14 days after IR, which showed increased acellular capillaries in the CD5L^−/−^ retinas compared to WT retinas (Fig. 6E, F).

**Fig. 6:**
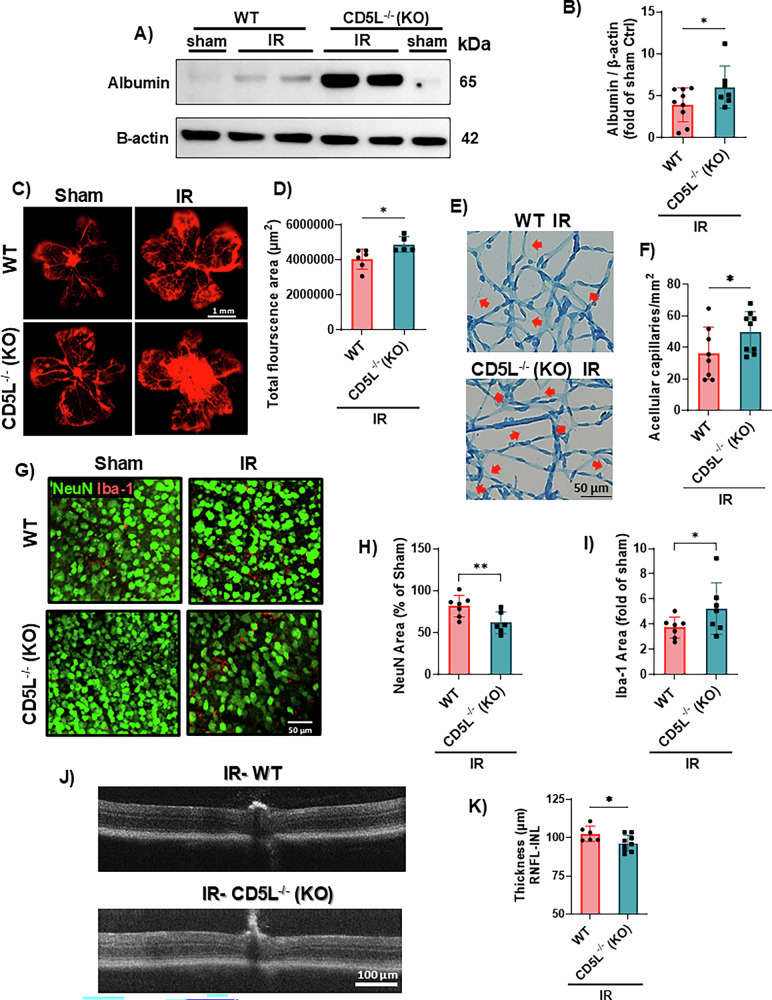
CD5L genetic deletion worsens IR-induced retinal vascular permeability, neurovascular degeneration, and retinal thinning. **A**, **B** Representative Western blot and quantification of retinal tissue albumin extravasation as a measure of permeability show increased albumin leakage in CD5L^−/−^ mice as compared to WT retinas 48 h after IR injury, *n* = 7–9, *p < 0.05. **C**, **D** Representative retina flat mount images of Evans blue leakage (red) and quantification of fluorescence area at 48 h post IR confirmed the albumin Western blot data, *n* = 5–6, *p < 0.05. **E**, **F** Representative images of trypsin-digested retinas and quantification of acellular capillaries (arrows) at 14 days after IR show increased acellular capillaries in injured CD5L^−/−^ retinas as compared to injured WT controls, *n* = 8–9, *p < 0.05. **G**–**I** Representatives of retina flat mounts immunolabeled with NeuN (green, neuronal marker) and Iba-1 (red, myeloid cell marker) and quantification show increased neuronal loss and Iba-1+ microglia/Macrophages in CD5L^−/−^ retinas at 7 days after IR, *n* = 7, *p < 0.05, **p < 0.01. **J**, **K** CD5L^−/−^ mice exhibited reduced inner retina thickness as measured by in vivo OCT at 14 days following IR injury, *n* = 6–9, *p < 0.05. Inner retina thickness was computed by InVivoVue software as the distance from the retinal nerve fiber layer (RNFL) to the inner nuclear layer (INL).

To assess neurodegeneration, we performed immunolabeling of flat-mounted retinas with the neuronal marker NeuN and the myeloid cell marker Iba-1 on day 7 after IR. Compared to WT IR retinas, CD5L^−/−^ retinas showed a decrease in the NeuN^+^ area and an increase in the Iba-1^+^ area, suggesting increased neurodegeneration and myeloid cell proliferation/infiltration after IR (Fig. 6G–I). The neurovascular degeneration detected in the CD5L^−/−^ mice after IR translated into decreased inner retinal thickness (Fig. 6J, K), suggesting an overall neurovascular protective role of CD5L and deleterious outcomes after *CD5L* gene deletion.

### Treatment with recombinant CD5L is neurovascular protective against retinal ischemic injury

To assess the pro-efferocytic response of the CD5L signaling pathway in vivo, we treated WT mice with recombinant CD5L (rCD5L) after IR and conducted an efferocytosis assay, labeling retina flat mounts collected at 48 h with Iba-1 and TUNEL to mark apoptotic cells. We found increased colocalization of Iba-1 with TUNEL+ cells in the retinas of rCD5L-treated mice, suggesting enhanced efferocytosis (Fig. 7A–C). We then assessed the neuroprotective effect of rCD5L treatment using retina flat mount immunolabeling at day 7 after IR. Treatment with rCD5L decreased neurodegeneration and myeloid cell proliferation/infiltration as assessed by NeuN and Iba-1 immunolabeling, respectively (Fig. 7D–F). However, the flow cytometric analysis at 2 days post-IR showed no differences in the % of microglia or myeloid leukocytes between injured retinas of WT mice treated with rCD5L or vehicle (Supplementary Fig. 5A–C). Notably, within the myeloid leukocyte population, rCD5L treatment significantly increased the frequency of Ly6CHigh monocytes, but not of Ly6C^intermed^ or Ly6C^low^ monocytes in the injured retinas (Supplementary Fig. 5D–G). Granulocytes and lymphocytes were not different between the injured groups (Supplementary Fig. 5H, I). We also assessed vascular degeneration using retina trypsin digests 14 days after IR, which showed a decrease in the number of acellular capillaries with rCD5L treatment. (Fig. 7G, H). Collectively, this neurovascular protective effect of CD5L treatment resulted in preserved retinal thickness and function after IR as measured by OCT (Fig. 7I, J) and ERG (Fig. 7K, L), respectively.

**Fig. 7:**
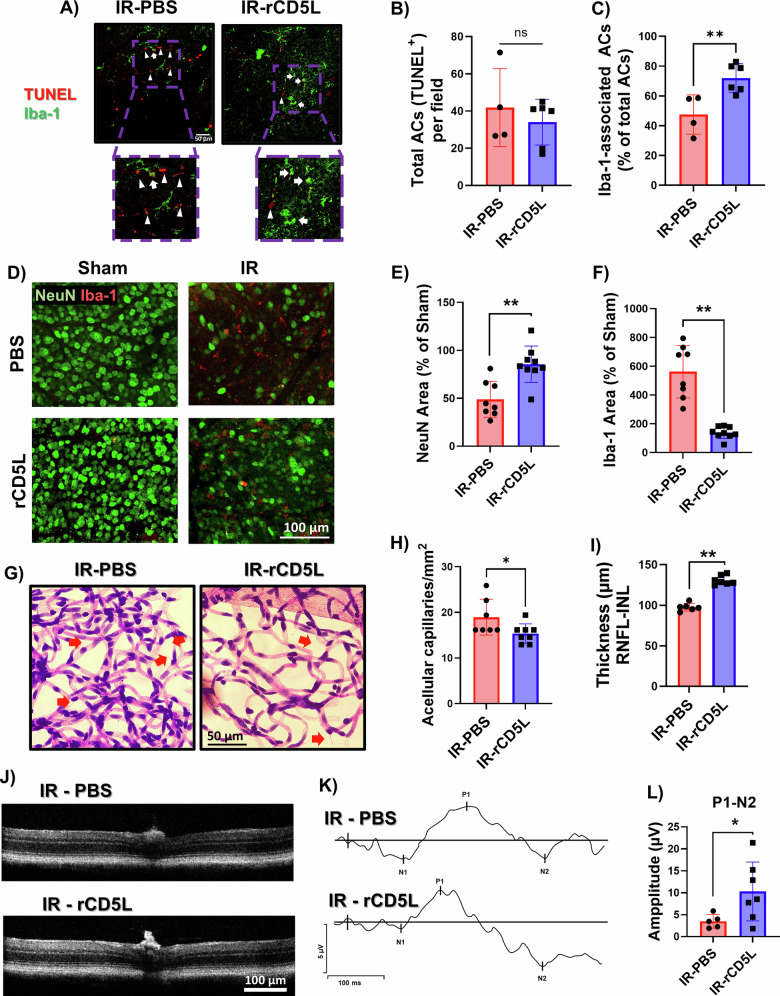
Treatment with recombinant CD5L promotes neuroprotection, mitigates retinal thinning, and preserves retinal function after IR injury. IR-injured WT mice received an intravitreal injection of rCD5L (1 μg/eye) or PBS (vehicle control) at 3 h post-injury and were then sacrificed at various time points. **A** Representative confocal images of ACs (TUNEL, red) and myeloid cells (Iba-1, green) immunolabeling of retinal flat mounts at 48 h after IR injury. **B** Quantification of total ACs shows no difference between the two groups, ns: not significant, *n* = 4–6. **C** Quantification of efferocytosis (% myeloid cell-associated ACs) shows improved efferocytosis in vivo (engulfment of ACs denoted by Iba-1/TUNEL colocalization) with rCD5L treatment. Arrows and arrowheads point to myeloid cell-associated and free TUNEL+ cells, respectively, *n* = 4–6. **p < 0.01. **D** Representative confocal images of immunofluorescent labeled retina flat mounts using NeuN to mark neurons (green) and Iba-1 (red) to mark microglia/macrophages at 7 days post-IR. **E**, **F** Quantification of neurons and microglia/macrophages area shows that rCD5L treatment protects injured retinas from neuron loss and reduces myeloid cell proliferation/infiltration as compared to control treatment, *n* = 8-9. **p < 0.01. **G**, **H** Vascular digests at 14 days after IR injury show a reduced number of acellular capillaries (red arrows) in injured WT retinas after rCD5L treatment as compared to vehicle-treated injured retinas, *n* = 7-8, *p < 0.05. **I**, **J** Representative OCT images and quantification show preserved inner retinal thickness with rCD5L treatment as compared to vehicle treatment at 14 days post-IR, *n* = 6–7,**p < 0.05. **K** Representative waveforms of pattern electroretinography (PERG) at day 7 after IR. **L** Quantification of amplitudes shows improved P1-N2 wave response in injured retinas treated with rCD5L as compared to vehicle treatment, *n* = 5–7,*p < 0.05.

## Discussion

We recently discovered that efferocytosis is crucial for injury resolution in ischemic retinopathy and that efferocytosis is augmented in mice lacking myeloid HDAC3. Thus, myeloid HDAC3 deletion is neurovascular protective against retinal IR injury [3]. Here, we offer a mechanistic explanation for this observation and provide several novel findings. First, myeloid cells lacking HDAC3 exhibit an increased expression of the CD5L/CD36 pathway, which confers protection against retinal ischemic injury. Second, the increased expression of CD5L in HDAC3^−/−^ macrophages is mediated by disinhibition of LXRα-mediated transcription of CD5L. Third, CD5L exhibits neurovascular protective properties and facilitates efferocytosis by binding to CD36, thereby promoting the clearance of apoptotic cells. Fourth, the administration of recombinant CD5L mitigates the detrimental consequences of IR injury.

RNA sequencing and protein confirmation demonstrated that myeloid HDAC3 deletion or pharmacological inhibition strongly upregulates CD5L, suggesting that HDAC3’s enzymatic activity is involved in transcriptional repression of CD5L. Furthermore, HDAC3 suppression not only upregulates CD5L but also increases the expression of its receptor, CD36, providing a two-pronged mechanism to enhance efferocytosis capacity. The previously reported pro-efferocytic effect of HDAC3 inhibition was attenuated in CD5L^−/−^ macrophages, suggesting that CD5L plays a role in the enhanced efferocytosis observed with HDAC3 inhibition or deletion. However, statistical analysis using a two-way ANOVA revealed no interaction between HDAC3 inhibition and CD5L deletion, suggesting that other mediators, in addition to CD5L, contribute to this enhanced efferocytosis, and that HDAC3 inhibits efferocytosis via multiple mechanisms.

Earlier studies report that CD5L exerts a pro-efferocytic effect in models of acute kidney injury and stroke by acting as a bridging molecule between phagocytes and apoptotic cells [15,16]. As a bridging molecule, CD5L binds to phosphatidyl serine (PtdSer) on apoptotic cells to facilitate their recognition by macrophages. Here, we used CD5L^−/−^ mice as a genetic loss-of-function model to demonstrate the novel protective role of CD5L in ischemic retinopathy. CD5L^−/−^ mice exhibited significantly worse outcomes after IR injury, showing increased blood-retina barrier disruption, acellular capillaries, neurodegeneration, and overall inner retinal thinning. We also evaluated recombinant CD5L as a potential treatment to promote protective efferocytosis and preserve retinal structure and function. Treatment with recombinant CD5L in WT mice enhanced efferocytosis and provided robust neurovascular protection, leading to preserved retinal function and structure. Both our genetic and pharmacological studies demonstrated a protective role for CD5L in preserving retinal neurons, vasculature, and inner retinal thickness and function.

Although CD5L has multiple binding partners on different cell types, CD36 is suggested to be the main cell-surface receptor for CD5L on myeloid cells [21–23]. CD36 is a surface scavenger receptor found on myeloid cells and other cell types. It has drawn attention for its ability to bind and internalize long-chain fatty acids and oxidized low-density lipoprotein (ox-LDL), while also facilitating the clearance of apoptotic cells [24]. In the eye, CD36 reportedly aids in the clearance of ox-LDL and the age-related subretinal deposits associated with it [25]. Additionally, inhibition of CD36 has been reported to exacerbate photoreceptor degeneration in the outer retina [26]. In this study, we observed upregulation of CD36 on myeloid cells in M-HDAC3^−/−^ retinas subjected to IR injury and presented evidence that CD5L mediates apoptotic cell clearance by facilitating their binding to the CD36 receptor on macrophages.

Multiple reports indicate that the expression levels of CD5L and CD36 are increased by the nuclear receptor LXRα [19,27–31]. Additionally, other studies have shown that HDAC3 forms an inhibitory complex that disrupts LXRα-mediated gene transcription [32]. In our study, we used co-immunoprecipitation to directly demonstrate that HDAC3 binds to LXRα during efferocytosis, and inhibition of LXRα prevented the upregulation of CD5L in HDAC3^−/−^ macrophages. Thus, we provide evidence that HDAC3 inhibits LXRα-mediated transcription of CD5L, thereby mitigating the pro-efferocytotic action of CD5L that confers retinal neurovascular protection against IR injury.

Some limitations of our study should be acknowledged. First, we utilized global CD5L^−/−^ mice to investigate the CD5L/CD36 signaling pathway in macrophages, as conditional myeloid-specific CD5L^−/−^ mice are not readily available. Although CD5L is expressed mainly by myeloid cells, we cannot rule out the contribution of CD5L from non-myeloid cells [13]. For example, earlier reports indicate that RPE, in addition to myeloid cells, expresses CD5L [17, 18]. Although it seems unlikely that CD5L deletion from RPE would alter the course of inner retinal injury, we cannot ignore this possibility. A second limitation of our study is its focus on pro-efferocytic CD5L/CD36 signaling in macrophages alone, rather than in microglia, as obtaining retina microglia cultures in good yield is difficult. Flow cytometry showed that CD5L treatment has no effect on myeloid cell proliferation/infiltration after IR. The elevated presence of the pro-inflammatory Ly6C^High^ monocytes with CD5L treatment is surprising. However, Ly6C^High^ monocytes have also been linked to enhanced efferocytosis and cross-presentation [33]. Additional limitations relate to the in vitro efferocytosis assays since they were not conducted with retinal cells. Instead, we used human K562 lymphoblasts, as they are readily induced to undergo apoptosis and their suspension nature allows easy washing after incubation with macrophages. Furthermore, we acknowledge that differences in engulfment efficiency between HDAC3 KO and control macrophages may have skewed the RNA-seq results. To mitigate the risk of confounding apoptotic cell cargo mRNA, we used mouse BMDMs co-incubated with human K562 cells as the source of apoptotic cells. We then performed RNA-seq alignment exclusively using a mouse reference genome, thereby effectively minimizing signal from the ingested human K562 mRNA.

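Whether reads from K562 RNA aligned to mouse genes of similar sequence was not measured directly. As an indirect check, a list of 16 mouse genes of the erythroid and K562 program, globins among them, was examined. In ACs-treated BMDMs 5 of the 16 had enough counts to be tested. Their median log2 fold change between the genotype labels was −0.34, and the list was not shifted against all other tested genes (a camera *p* of 0.286 and a fry *p* of 0.244). Of the 5, Nfe2 (ENSMUSG00000058794; chromosome 15 of GRCm38, 103248212 to 103258403) was lower in libraries labelled HDAC3-/-, with a log2 fold change of −2.08 (SE 0.490, adjusted *p* = 0.0311 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment; exact permutation test, *p* = 0.1). The summed level of the 16 genes had a median of 79.6 CPM in untreated, 87.6 CPM in NACs-treated and 95.4 CPM in ACs-treated libraries labelled HDAC3 f/f. In those labelled HDAC3-/- the medians were 80.9, 80.2 and 85.0 CPM. The globin genes alone summed to a median of 0.944 CPM in ACs-treated libraries labelled HDAC3 f/f, with a highest value of 44.4 CPM in replicate 3. In those labelled HDAC3-/- the median was 2.89 CPM and the highest value 16.4 CPM. The list is short, and human transcripts too different from mouse to align leave no counts.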

In conclusion, this study shows that myeloid cells lacking HDAC3 upregulate the CD5L/CD36 axis, a novel regulator of reparative efferocytosis in the ischemic retina. CD5L binds to CD36 to confer neurovascular protection by enhancing efferocytosis and promoting the clearance of apoptotic cells. The robust neurovascular protection afforded by recombinant CD5L treatment underscores its potential as a therapeutic agent to enhance injury resolution and improve visual outcomes in patients with ischemic retinopathies.

## Materials and methods

### Mice

All animal experimental procedures were approved by the Institutional Animal Care and Use Committee (IACUC) of the University of Arkansas for Medical Sciences and performed in accordance with the Association for Research in Vision and Ophthalmology (ARVO) guide for the care and use of laboratory animals. CD5L^−/−^ Knockout (KO) mice were backcrossed to the C57BL/6J background for at least 12 generations. Constitutive myeloid-specific HDAC3 KO (M-HDAC3^−/−^) mice were developed by crossing C57BL/6J floxed mice with LoxP sites on either side of exons 7 of HDAC3 (HDAC3^f/f^, originally developed by Dr. Scott W. Hiebert) to LysM^Cre^ mice (*Lyz2*^*Cre*^, Jackson lab stock # 004781) [34]. Wild-type (WT) C57BL/6J mice were obtained from the Jackson Laboratory (stock # 000664). We randomized animals to experimental groups by an independent technician.

### Mouse retinal ischemia-reperfusion (IR) model and treatments

Retinal IR injury was induced in mice (10–12 weeks old) as we previously described [3, 35–37]. Briefly, a 36-gauge needle connected to a raised saline bag was inserted into the anterior chamber of the right eye to induce IOP elevation in mice under ketamine/xylazine anesthesia. The elevated IOP was maintained for 60 min to induce ischemia, followed by needle removal to allow reperfusion. The left eye served as a sham control.

For CD5L treatment studies, WT mice received a single dose of 1 μg in 1 μL of recombinant CD5L (rCD5L, R&D Systems™, Cat. #2834CL050) or phosphate-buffered saline (PBS, vehicle control) administered intravitreally at 3 h post-IR.

### Human eye sections

Normal and DR postmortem human eye paraffin-embedded sections were obtained from the National Disease Research Interchange (NDRI, Philadelphia, PA). Sections were deparaffinized and rehydrated, and antigen retrieval was performed as we previously described [3]. Sections were permeabilized and blocked with 3% normal donkey serum (MilliporeSigma, Cat. # 5058837) and 3% bovine serum albumin (BSA) in 0.2% Triton X-100 for 1 h. Sections were then incubated with primary antibodies and fluorescent secondary antibodies, then cover-slipped with Vectashield antifade mounting medium containing 4′,6-diamidino-2-phenylindole (DAPI; Vector Laboratories, Newark, CA). Primary antibodies used were as follows: Iba-1 (FUJIFILM Wako, Cat. # 011-27991), CD5L (Abcam, Cat. #AB45408) and CD36 (GeneTex, Cat. # GTX42052).

### Immunofluorescence and image analysis

Immunofluorescence staining was conducted as we described previously [3, 35–37]. Briefly, eyeballs were fixed in 4% paraformaldehyde (PFA), then dissected into retina flat mounts or dehydrated/cryoprotected in 30% sucrose and embedded in optimal cutting temperature (O.C.T.) for cryosectioning. Retina flat mounts or cryostat sections were permeabilized in 0.1% Triton X-100 and blocked in 10% donkey serum and 1% BSA for 1 h. Primary antibodies were incubated overnight at 4 °C, followed by washing in PBS and incubation of secondary antibodies at room temperature for 1 h. Images were captured using a Zeiss LSM 880 Airyscan inverted confocal microscope, and image analysis was performed in ImageJ.

### TUNEL staining and in vivo efferocytosis assay

To quantify in vivo efferocytosis, a TUNEL assay was performed using Click-iT™ Plus TUNEL Assay (Invitrogen™) according to the manufacturer’s instructions on retina flat mounts at 48 h following IR, as we previously reported [3]. The TUNEL-stained flat mounts were further immunolabeled for the myeloid cell marker Iba-1 and imaged. The total number of TUNEL^+^ apoptotic cells (ACs), Iba-1^+^ macrophages, and TUNEL^+^Iba-1^+^ cells was then counted. Efferocytosis was calculated and presented as a percentage of ACs engulfed by macrophages/microglia ([number of Iba-1 ^+^ TUNEL^+^ cells ÷ total number of TUNEL+ cells] × 100).

### Electroretinography

The Celeris electroretinogram system (Diagnosys LLC, Cambridge, UK) was used to assess retinal PERG function. Measurements were conducted on IR-injured mice and sham controls as we previously described [3]. Briefly, the mice were dark-adapted overnight, then anesthetized with a ketamine/xylazine mixture, and their pupils were dilated with 0.5% tropicamide (Akron Pharmaceuticals, IL) and 1.25% phenylephrine. PERG was performed under dim red lighting. Eyes were assessed using a configuration where one pattern stimulator was used for the test eye, and a full-field stimulator served as a reference electrode for the contralateral eye. Retinal function was quantified using the amplitudes of the P1 and N2 peaks, and the difference between these components |P1-N2|.

### Optical coherence tomography (OCT)

OCT images were captured using an Ophthalmic Imaging System (Bioptigen, Durham, NC) as we previously described [3]. In brief, the eyes of mice were dilated with 1% tropicamide (Akron Pharmaceuticals, IL) and anesthetized with a ketamine/xylazine mixture. Mice were placed on a mouse holder to fix the animal’s posture for scanning. Retina rectangular scans (3 frames/scan, 1000 A scan/B scan × 100 B scan, 1.4 mm × 1.4 mm) were captured. The averages of the three OCT image scans, as determined by InVivoVue software (Bioptigen Inc., Durham, NC, USA), were used to measure the thickness of the retinal layers.

### Retinal vascular permeability assays

#### Evans blue leakage

Retinal vascular permeability in vivo was evaluated at 48 h after IR injury by imaging the extravasation of Evans Blue dye as previously described by us and others [3, 38]. Mice were anesthetized and given a transcardial injection of (200 µL, 2% in normal saline) Evans Blue in normal saline. After five minutes, the anesthetized mice were euthanized, and their eyes were fixed for 24 h in 4% PFA. Retinal flat mounts were prepared, mounted in Vectashield antifade medium (Vector Laboratories, Newark, CA, USA), and imaged using a fluorescence microscope. The total leakage area was quantified using ImageJ by thresholding the red (Evans Blue) channel, subtracting the background, binarizing the fluorescence area, and measuring the resulting binary area across the entire retina.

#### Albumin extravasation

The extravasation of albumin to the retina was measured as described by us and others [3, 39, 40]. Briefly, Injured mice were deeply anesthetized and transcardially perfused with cold PBS for 5 min to rinse out intravascular blood cells and proteins. Retinas were then collected and homogenized in Radioimmunoprecipitation Assay (RIPA) buffer, and albumin levels were assessed using Western blot to serve as a measure of vascular permeability and leakage.

### Retinal vasculature isolation and acellular capillaries quantification

We employed the trypsin digestion method to isolate and image the retinal vasculature, as previously described by us and others [3, 36, 39, 41]. In brief, on day 14 after IR injury, the eyes were enucleated and fixed in 4% PFA overnight. The retinas were then dissected and placed in a trypsin solution (#15090046, ThermoFisher Scientific, Waltham, MA) at 37 °C. Following trypsin digestion, the retinas were cleaned under a dissecting microscope, and the vasculature was mounted on silane-coated slides and air-dried. The retinal vasculature was stained with periodic acid-Schiff and hematoxylin, dehydrated, and covered with a coverslip. Images of random fields of the mid-retina were captured using a brightfield microscope. The number of acellular capillaries was manually quantified and calculated per 1 mm² of retina.

### Flow cytometry analysis of the immune cell populations in the retina

Cells from retinal tissue digests (2–4 retinas pooled per preparation) were isolated, filtered, and labeled for flow analysis as we previously described [3, 42]. Briefly, the cells were incubated with a viability dye (Fixable Viability Dye eFluor 450, eBioscience) for 30 min, then washed three times with cold PBS. Cells were resuspended in 5% BSA and blocked with 1 μg/mL of Fc receptor blocking anti-mouse CD16/32 antibody and 20% normal rat serum for 10 minutes at room temperature. Subsequently, cells were stained with labeled antibodies that included PerCP-Cy5.5-conjugated rat anti-mouse CD11b monoclonal antibody (1:100, Clone M1/70, BD Bioscience, Cat. #BDB550993), APC-Cy7-conjugated rat anti-mouse CD45 monoclonal antibody (1:100, Clone 30-F11, BD Bioscience, Cat. #BDB557659), PE-conjugated rat anti-mouse Ly6C monoclonal antibody (1:100, Clone HK1.4, eBioscience, Cat. #50-245-507), and FITC-conjugated rat anti-mouse Ly6G (Gr-1) monoclonal antibody (1:100, Clone RB6-8C5, eBioscience, Cat. #50-991-9) for 25 min on ice. The immunolabeled cells were washed three times with cold PBS and fixed with 0.4% PFA. Data were acquired using a BD LSRFortessa flow cytometer (BD Biosciences) and analyzed with FlowJo software (Tree Star Inc., San Carlos, CA, USA).

### Bone marrow-derived macrophage (BMDMs) culture

In vitro experiments were conducted using bone marrow-derived macrophages (BMDMs). Bone marrow was obtained from femurs and differentiated into macrophages in vitro as we previously described [3]. Briefly, bone marrow cells were isolated in cold PBS, filtered, and resuspended in a DMEM high-glucose medium containing 20% fetal bovine serum (FBS, Gibco; Thermo Fisher, NY) with 20% L929 cells’ conditioned media and 1% penicillin-streptomycin to induce macrophage differentiation. Cells were seeded in 100 mm dishes and allowed to adhere. After 4 days, the media was replaced with fresh differentiation media, and experiments were conducted on day 7.

### Culture of K562 cells and induction of apoptosis

The human K562 lymphoblast suspension cells were cultured in RPMI 1640 medium (Gibco; Thermo Fisher, NY) containing 2 mM L-glutamine supplemented with 10% FBS (Gibco; Thermo Fisher, NY) and 1% penicillin-streptomycin (Gibco; Thermo Fisher, NY), and maintained in a 5% CO_2_ incubator at 37 °C.

Apoptosis was induced in K562 cells as we previously described [3]. Briefly, the suspended K562 cells were subjected to UV-B irradiation for 15 min using a UV crosslinker (Spectrolinker XL-1500, Spectronics Corporation, Melville, NY). Cells were then resuspended in fresh DMEM media with 10% FBS (Gibco; Thermo Fisher, NY, USA) and incubated in a 5% CO_2_ incubator at 37 °C for two hours.

### In vitro efferocytosis and evaluation of the gene and protein expression in macrophages

We subjected BMDMs to efferocytosis assays using K562 cells to evaluate the gene and protein expression of efferocytosis-related markers in macrophages, as previously reported [3].

Depending on the experiment, BMDMs derived from WT or HDAC3^f/f^ and M-HDAC3^−/−^ mice were co-cultured with apoptotic K562 cells for 45 minutes at 37 °C. Non-apoptotic cells were used as controls. After incubation, the unengulfed suspended K562 cells were washed with PBS. The BMDMs were then maintained for 5 h for total RNA isolation, or 18 h for protein extraction and Western blotting. BMDMs were homogenized in TRIzol reagent (Invitrogen, CA, USA) for total RNA extraction or RIPA buffer for protein extraction. Culture media were collected for ELISA analysis. The quantity and integrity of RNA were evaluated using NanoDrop and TapeStation (Agilent Technologies, Palo Alto, CA, USA). When needed, BMDMs were pre-treated for 2 h with the LXRα inverse agonist GSK2033 (1 μM, Tocris, Cat. #5694) or the specific HDAC3 inhibitor RGFP966 (2 μM, Sigma, St. Louis, MO, USA) with DMSO as the solvent control.

### RNA sequencing and analysis

Total RNA was isolated from BMDMs derived from HDAC3^f/f^ and M-HDAC3^−/−^ mice (3 animals per group) and subjected to the efferocytosis assay in vitro using K562 cells. The RNA samples were sent to Azenta (Indianapolis, IN, USA) for sequencing. The RNA sequencing libraries were prepared using the NEBNext Ultra II RNA Library Prep Kit for Illumina using the manufacturer’s instructions (New England Biolabs, Ipswich, MA, USA).

The samples were sequenced using a 2×150 bp paired-end (PE) configuration. RNA-seq alignment was performed using a mouse reference genome, effectively minimizing signal from the ingested human K562 mRNA. After extracting the gene hit counts, the gene hit counts table was used for downstream differential expression analysis. Using DESeq2, gene expression was compared between the groups. The Wald test was used to generate *P* values and Log2 fold changes. Genes with adjusted *p*-values < 0.05 and absolute log2 fold changes >1 were considered as differentially expressed genes (DEGs) for each comparison. Heatmaps and clustering were done using the online BioJupies tool (https://maayanlab.cloud/biojupies). The data have been deposited in the Gene Expression Omnibus (GEO) repository at the National Center for Biotechnology Information (NCBI) and are accessible through accession number GSE301077.

Principal Component Analysis (PCA) was performed to visualize similarities in gene expression across samples in the RNA-seq dataset. The potential biological significance was analyzed using Ingenuity Pathway Analysis (IPA) BioProfiler (Qiagen Bioinformatics, Redwood City, CA, USA).

### Real-time PCR analysis of efferocytosis-related genes in BMDMs

Total RNA was reverse transcribed using the Verso cDNA Synthesis Kit (Fisher Scientific, NJ, USA). Real-time PCR was performed using PowerTrack SYBR Green Master Mix (Applied Biosystems) and a CFX96 Touch Real-Time PCR Detection System (Bio-Rad). The data were analyzed using the comparative Ct method with GAPDH as an internal control. The following primer sequences were used: CD5L forward, GAG GAC ACA TGG ATG GAA TGT; CD5L reverse, ACC CTT GTG TAG CAC CTC CA; Lrp1 forward, ACTATGGATGCCCCTAAAACTTG; Lrp1 reverse, GCAATCTCTTTCACCGTCACA; Axl forward, ATGGCCGACATTGCCAGTG; Axl reverse, CGGTAGTAATCCCCGTTGTAGA.

### ELISA analysis of secreted CD5L in BMDMs-derived media

Media CD5L quantification was performed using a Mouse CD5L ELISA kit (Invitrogen™) in accordance with kit instructions.

### Western blotting

Retinas or BMDM’ total proteins were extracted with RIPA lysis buffer, and protein concentrations were determined with a Bicinchoninic Acid (BCA) protein concentration assay kit (Pierce BCA Protein Assay Kit, Thermo Fisher Scientific). Western blotting was conducted as previously described [3]. The membranes were incubated overnight with primary antibody solutions (HDAC3, Cell Signaling, Cat. # 3949T/S; CD5L, Abcam, Cat. # AB45408; CD36, GeneTex, Cat. # GTX42052, albumin, Proteintech, Cat. # 16475-1-AP; AXL, R&D, Cat. # AF854-SP; LRP1, Cell Signaling, Cat. # 64099S; LXRα, Proteintech, Cat. # 14351-1-AP; β-actin, Sigma, Cat. # A5441; and tubulin, Sigma, Cat. # T9026) at 4 °C. The next day, HRP-conjugated secondary antibodies (Invitrogen) were diluted 1:2000 in 5% milk and incubated with the membranes at room temperature for 1 h.

### Evaluation of macrophages’ efferocytic capacity in vitro

Experiments were conducted using K562 cells to assess macrophage efferocytotic capacity in vitro. BMDM derived from WT mice and CD5L^−/−^ mice were labeled with Vybrant® CM-DiI cell-labeling solution (Molecular Probes, Cat. # V-22888), washed, and seeded on glass-bottom 35-mm dishes. The labeled BMDMs were treated with or without the HDAC3 inhibitor RGFP966 (2 μM) for 2 h. Then, BMDMs were co-cultured with apoptotic K562 cells (labeled with Vybrant® CFDA SE cell tracer Kit, Invitrogen, Carlsbad, CA) at a 1:1 ratio for 45 min at 37 °C, followed by washing of un-engulfed K562 suspension cells with PBS. The dishes were imaged using a confocal microscope, with random images taken from different areas of each dish. In separate experiments, macrophages were suspended and analyzed by flow cytometry to confirm the results obtained by confocal imaging.

When needed, BMDMs were pre-treated for 2 h with the CD36 inhibitor sulfo-N-succinimidyl oleate (SSO, 100-400 μM), a CD36 neutralizing antibody (1–4 μg/mL, GenTex, Cat. # GTX42052), or vehicle control. In other experiments, BMDMs were treated with rCD5L (1 μg/mL) tagged at the C-terminus with a 6-His tag to facilitate immunofluorescent analysis using an anti-6x-His primary antibody (Invitrogen, Cat. # PA1-983B).

### Co-immunoprecipitation (co-IP)

BMDMs were plated in a 12-well plate and subjected to the efferocytosis assay as described above. After washing the apoptotic K562 cells, the BMDMs were incubated for 18 h. Then, the media were collected, and co-IP assays were performed using Abcam’s Immunoprecipitation Kit (Abcam, Cat. # ab206996) according to the manufacturer’s instructions. In brief, cells were lysed in RIPA lysis buffer with protease inhibitor, followed by rotary mixing for 30 min at 4 °C. The lysates were then cleared by centrifugation at 10,000 × *g* for 10 min at 4 °C and immunoprecipitated with the following antibodies: HDAC3 (Invitrogen, Cat. # PA5-29026), LXRα (NR1H3, Proteintech, Cat. # 14351-1-AP), CD36 (GeneTex, Cat. # GTX42052) or IgG isotype control (GeneTex, Cat. # GTX35009) bound to Protein A/G Sepharose® beads for 2 h at 4 °C. Beads were cleared by centrifugation at 1000 × *g* for 3 min and the flow through was obtained. Then, the beads were washed three times with wash buffer, followed by centrifugation at 1000 × *g* for 2 min, with a 5-min rotation in between. Proteins were then eluted from the beads with 2× Laemmli loading buffer at 95 °C for 5 min. Co-immunoprecipitated proteins were analyzed by immunoblotting.

### Statistical analysis

Statistical significance between two or more groups was determined using Student’s *t* test or analysis of variance (ANOVA) with Tukey’s post hoc test, respectively. A *p*-value < 0.05 was considered statistically significant. Statistics and graphs were performed using GraphPad Prism 10 software, and data were presented as mean ± standard deviation (SD).

## Supplementary information

Original data

Supplementary data

## Data Availability

RNA sequencing data supporting the findings of this study have been deposited in GEO under accession GSE301077. For further requests or additional details, please contact the corresponding author.

# Supplementary material for: CD5L promotes efferocytosis and resolution of retinal ischemic injury
**Source:** Cell Death Dis. 2026 Apr 20;17(1):520. doi: 10.1038/s41419-026-08752-8

# Uncropped Western blots

H)

ACs:                      HDAC3<sup>fl/fl</sup>                      HDAC3<sup>-/-</sup> (KO)                      kDa

CD5L

45

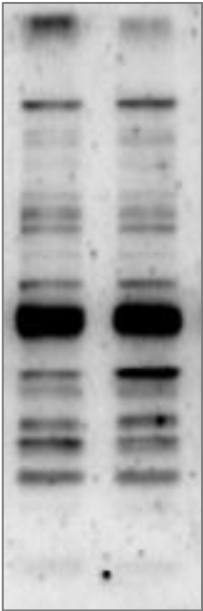

AXL

140

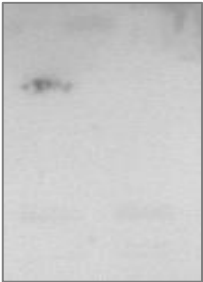

LRP1

80

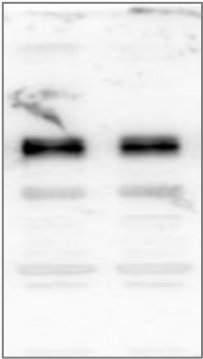

β-actin

42

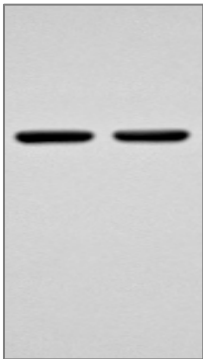

A)                      HDAC3<sup>ff</sup>                      M-HDAC3<sup>-/-</sup>  
                                 Sham                      IR                      IR                      Sham

CD5L →

45

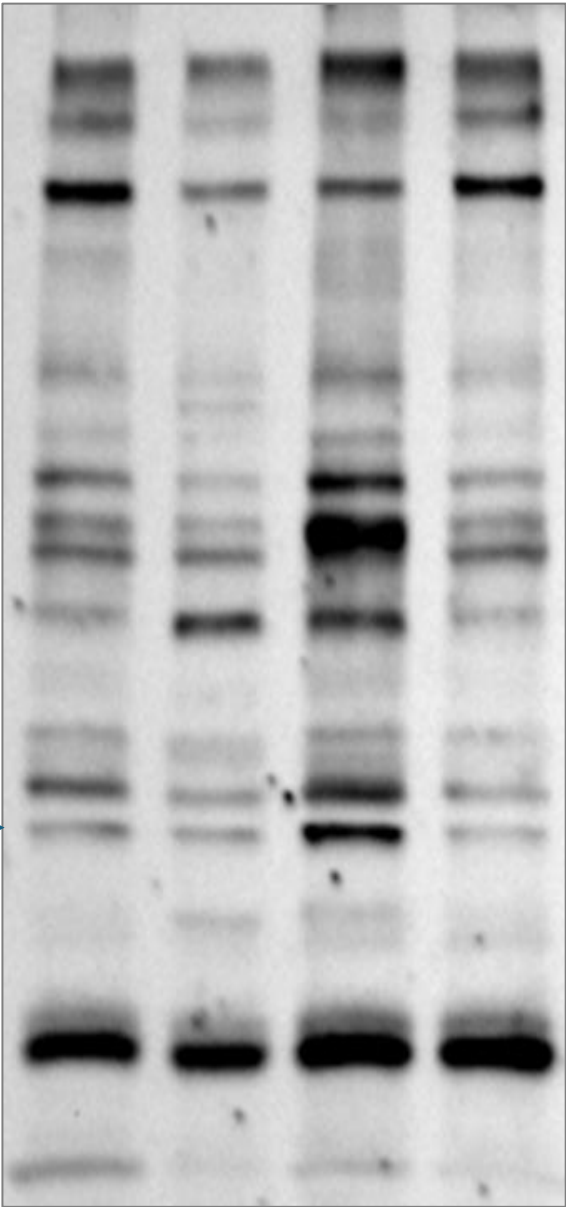

α-tubulin →

50

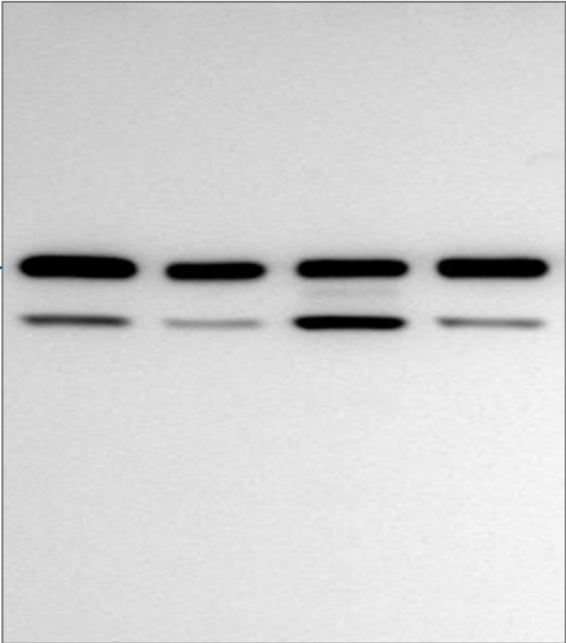

F3

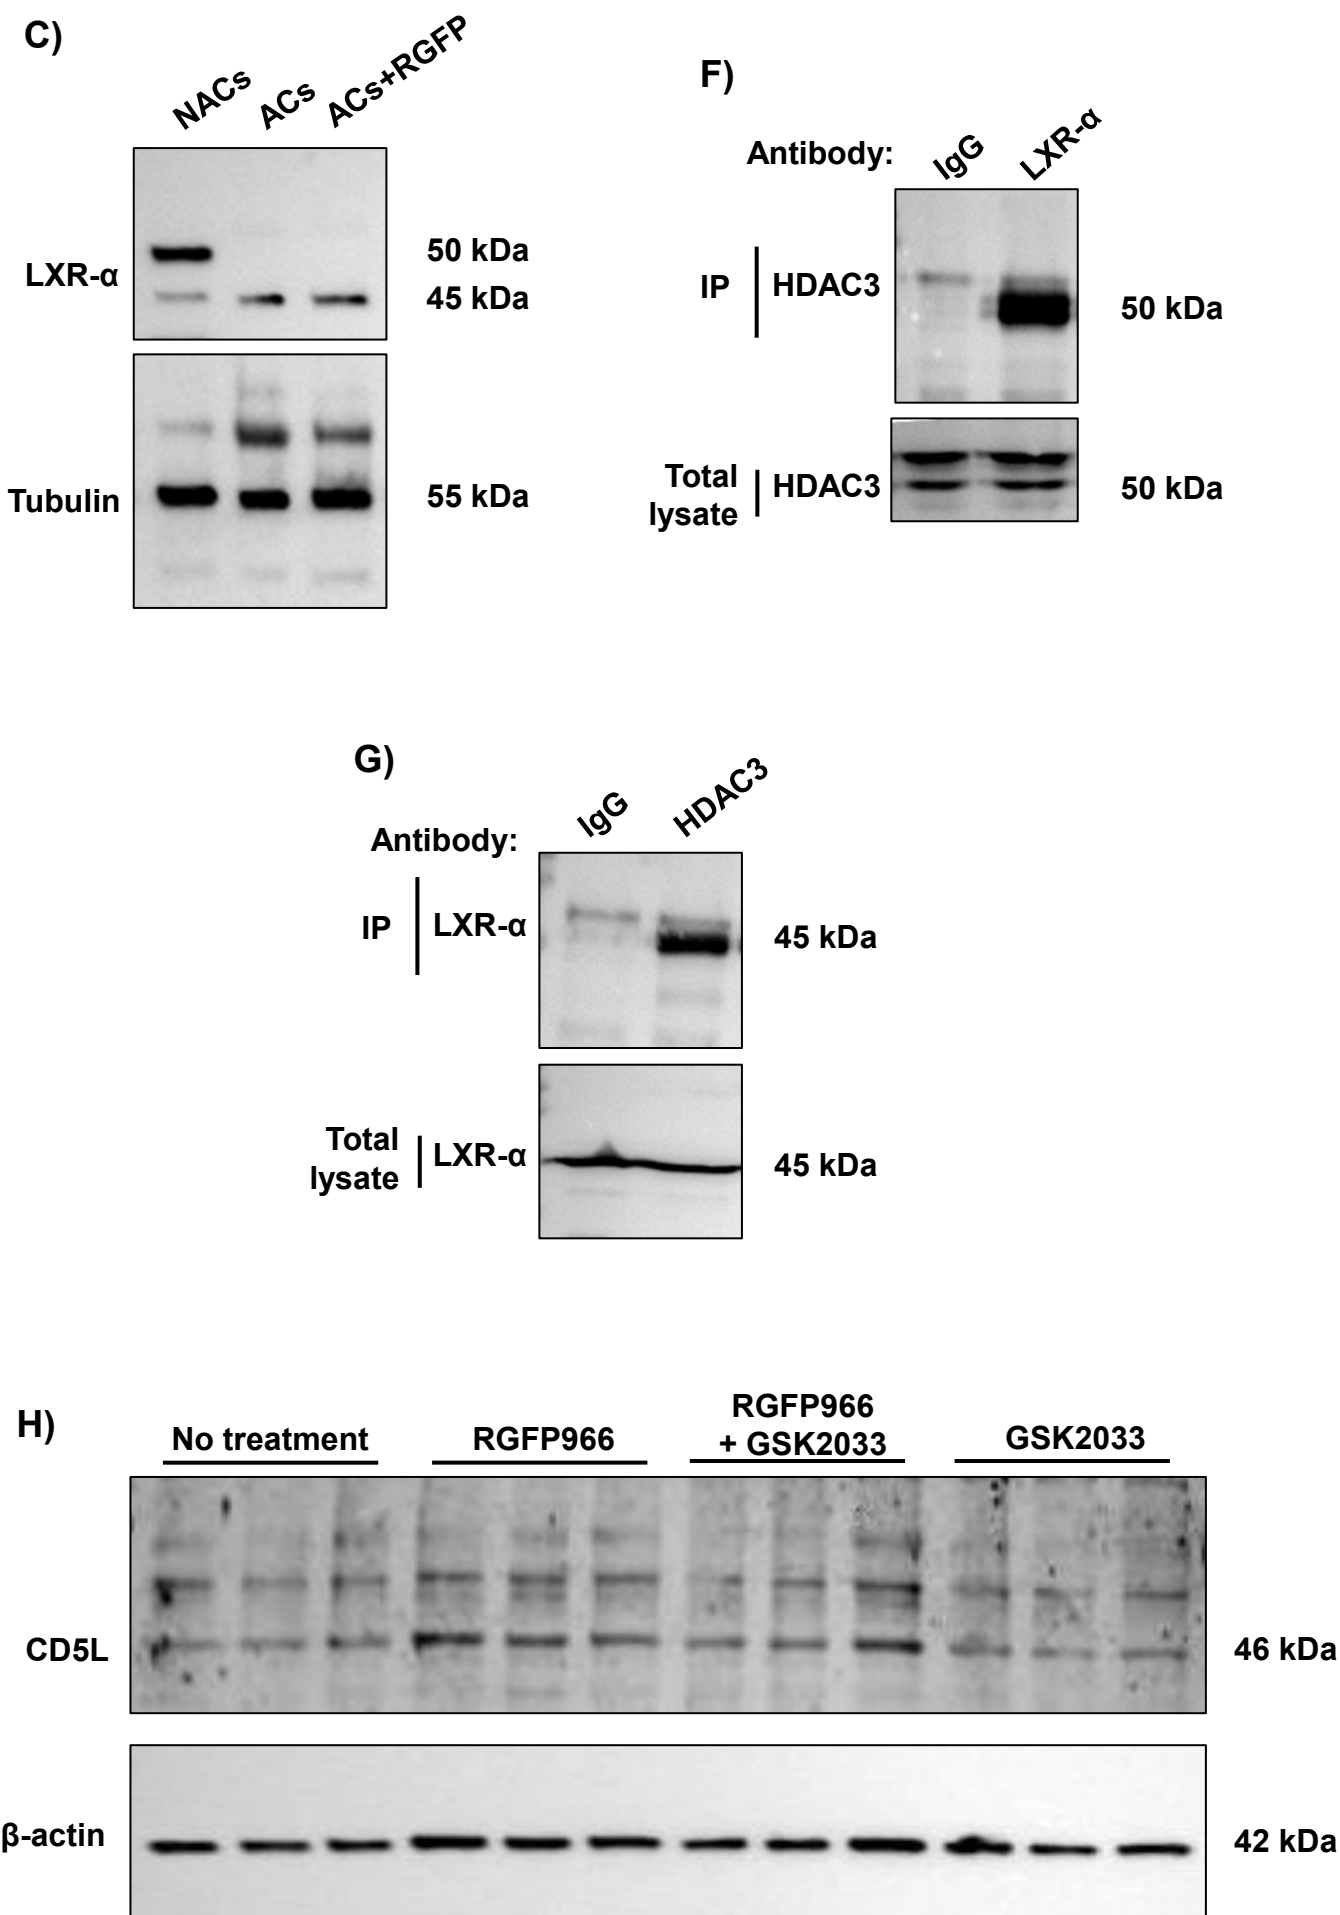

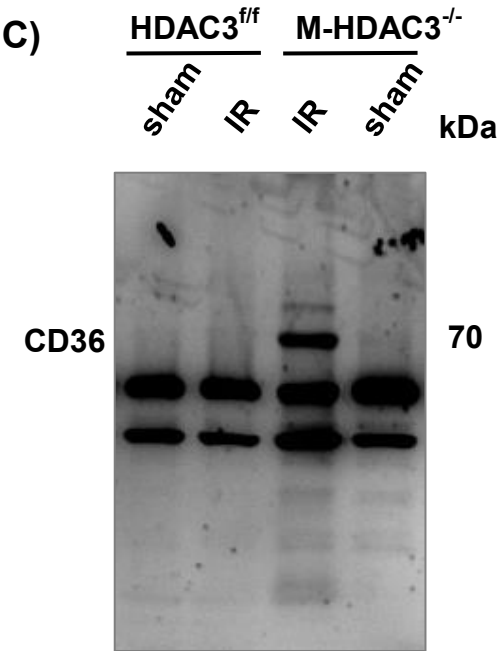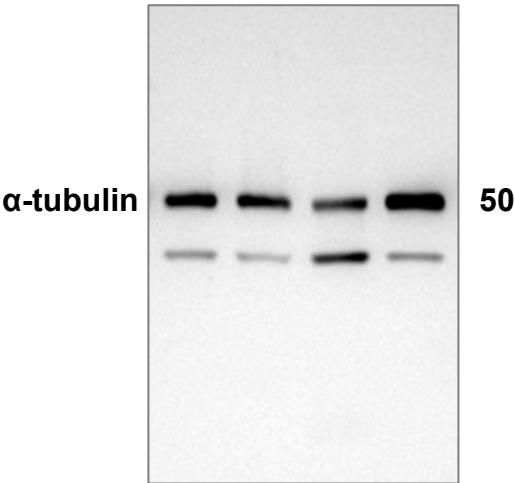

E)

BMDMs: HDAC3<sup>fl/fl</sup> M-HDAC3<sup>-/-</sup> kDa

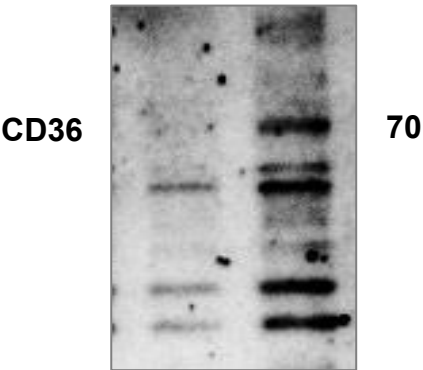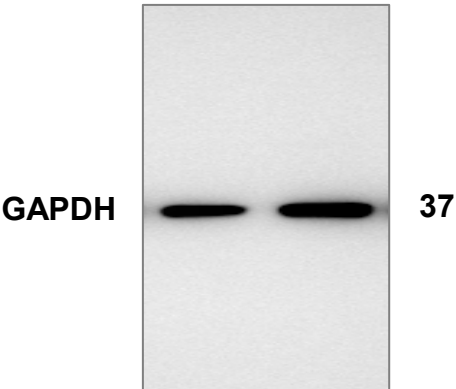

G)

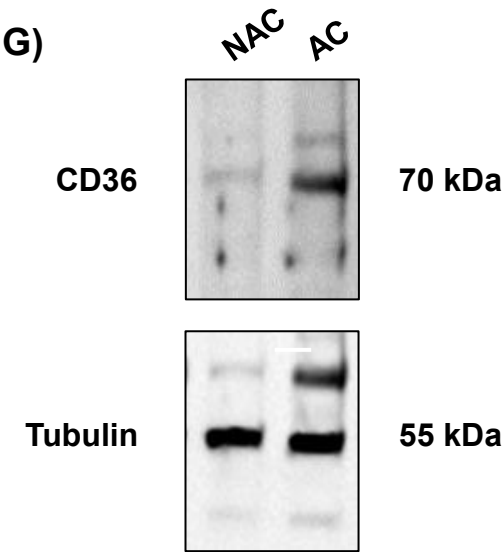

C)

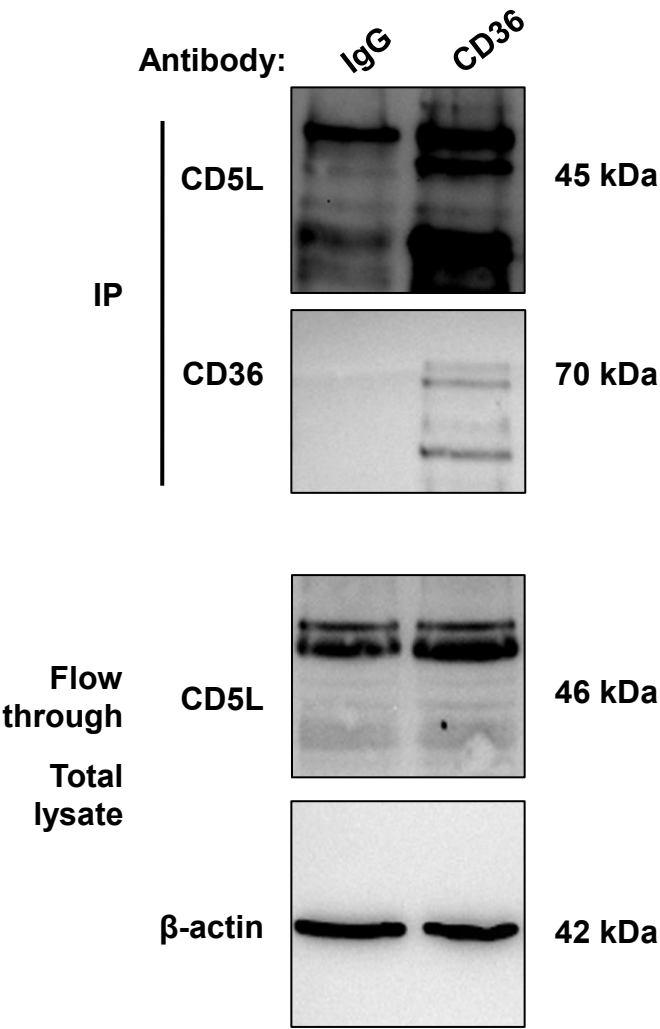

A)

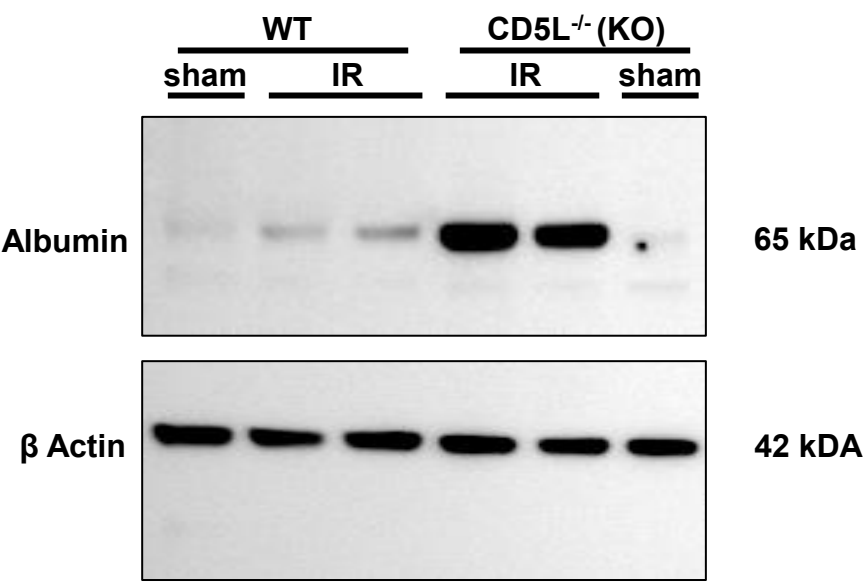

**Supplement:** Supplementary file 1 — Original data

# Supplementary material for: CD5L promotes efferocytosis and resolution of retinal ischemic injury
**Source:** Cell Death Dis. 2026 Apr 20;17(1):520. doi: 10.1038/s41419-026-08752-8
**Supplement:** Supplementary file 2 — Supplementary data

Supplementary figures for the manuscript titled ‘CD5L Promotes Efferocytosis and Resolution of Retinal Ischemic Injury’ by Shahrer et al.

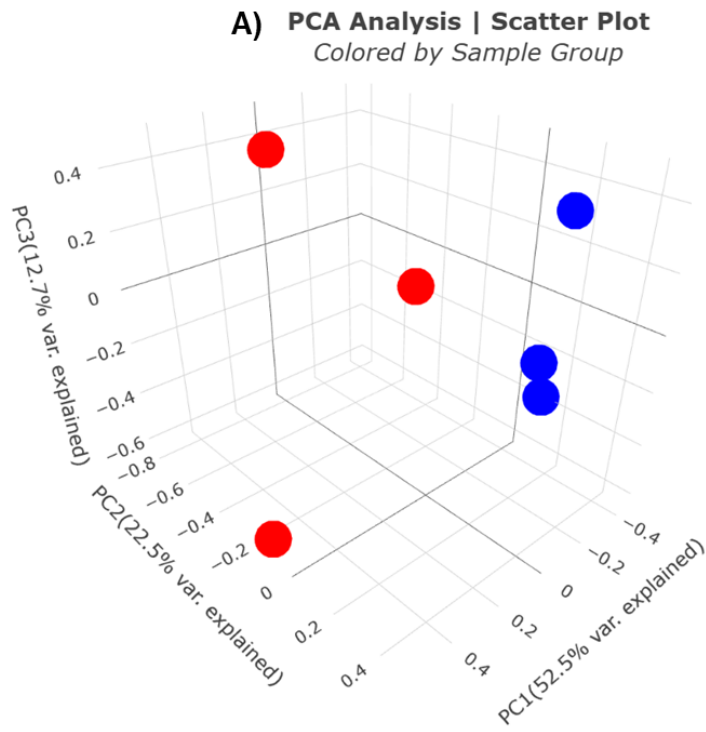

- HDAC3<sup>fl/fl</sup> BMDMs + ACs
- M-HDAC3<sup>-/-</sup> BMDMs + ACs

**C)**  
**Qiagen IPA BioProfiler results**  
**showing efferocytosis-related genes**

| Symbol       | Molecule Type                     | Entrez Gene Name                                                         |
|--------------|-----------------------------------|--------------------------------------------------------------------------|
| ANXA1        | enzyme                            | annexin A1                                                               |
| AXL          | kinase                            | AXL receptor tyrosine kinase                                             |
| CD36         | transmembrane receptor            | cluster of differentiation 36                                            |
| CD47         | transmembrane receptor            | cluster of differentiation 47                                            |
| GAS6         | growth factor                     | growth arrest specific 6                                                 |
| HMGB1        | transcription regulator           | high mobility group box 1                                                |
| IL4          | cytokine                          | interleukin 4                                                            |
| ITGAV        | transmembrane receptor            | integrin subunit alpha V                                                 |
| ITGB3        | transmembrane receptor            | integrin subunit beta 3                                                  |
| JMJD6        | enzyme                            | jumonji domain containing 6, arginine demethylase and lysine hydroxylase |
| LGALS3       | other                             | galectin 3                                                               |
| LRP1         | transmembrane receptor            | LDL receptor related protein 1                                           |
| MARCO        | transmembrane receptor            | macrophage receptor with collagenous structure                           |
| MERTK        | kinase                            | MER proto-oncogene, tyrosine kinase                                      |
| MFGE8        | other                             | milk fat globule EGF and factor V/VIII domain containing                 |
| NR1H3 (LXRα) | ligand-dependent nuclear receptor | nuclear receptor subfamily 1 group H member 3                            |
| PFKFB3       | enzyme                            | 6-phosphofructo-2-kinase/fructose-2,6-biphosphatase3                     |
| PLAUR        | transmembrane receptor            | plasminogen activator, urokinase receptor                                |
| RAC1         | enzyme                            | Rac family small GTPase 1                                                |
| RARA         | ligand-dependent nuclear receptor | retinoic acid receptor alpha                                             |
| TGM2         | enzyme                            | transglutaminase 2                                                       |
| TNF          | cytokine                          | tumor necrosis factor                                                    |
| TREM2        | transmembrane receptor            | triggering receptor expressed on myeloid cells 2                         |
| TYROBP       | transmembrane receptor            | transmembrane immune signaling adaptor TYROBP                            |

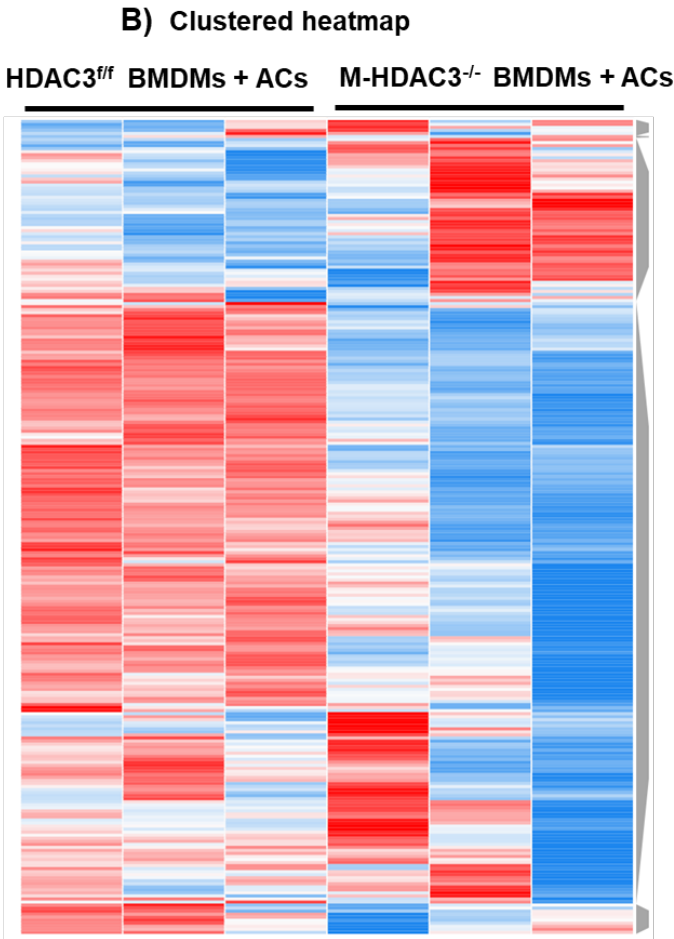

**Figure S1. RNA-Seq data processing of efferocytic macrophages lacking HDAC3.** **A)** Principal component analysis (PCA) performed using normalized RNA-seq data. Three-dimensional scatter plot of the first three Principal Components (PCs) of the data shown in the graph on the x-, y-, and z-axes. Each point represents an RNA-seq sample of HDAC3<sup>-/-</sup> and HDAC3<sup>fl/fl</sup> BMDMs incubated with apoptotic cells. Samples with similar gene expression profiles are closer in the three-dimensional space. **B)** Heatmaps of normalized expression values of differentially expressed genes (DEG). **C)** Table lists the efferocytosis-related genes identified using the BioProfiler analysis. Figures (A) and (B) were created using the Maayan lab <https://maayanlab.cloud/biojupies/> whereas figure (C) was created using the Qiagen IPA BioProfiler.

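A principal component analysis of the 6 ACs-treated libraries was made on log2 CPM values (prior count 2) of the 12304 tested genes, centred and not scaled. PC1 held 45.0% of the variance, PC2 26.4% and PC3 13.0%. On PC1 the libraries labelled HDAC3 f/f had scores of −84.4, −19.2 and −34.8, and those labelled HDAC3-/- had 69.5, 4.00 and 64.9, so PC1 parted the labels and HDAC3-/- replicate 2 lay closest to the HDAC3 f/f libraries. With single libraries left out, the share of PC1 ran from 43.3% without HDAC3-/- replicate 1 to 53.02% without HDAC3-/- replicate 2. Over all 18 libraries PC1 held 29.0% and PC2 21.7%. Across genes, the loadings on this PC1 had a Spearman correlation of 0.686 with GC content, and genes are not independent replicates.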

# **A) CD5L knockout mice genotyping**

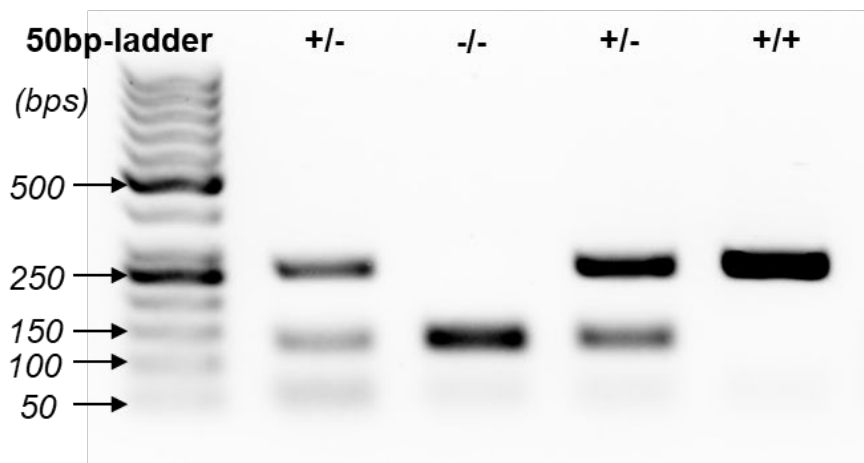

# **B) ELISA on BMDMs supernatant**

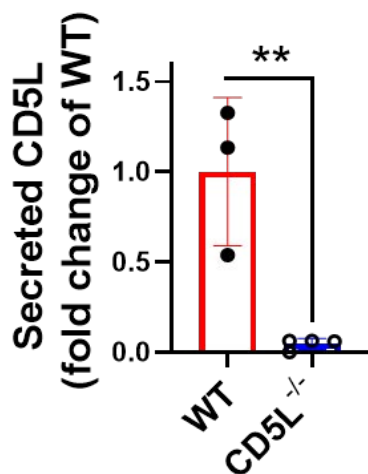

**Figure S2. Characterization of CD5L knockout (CD5L KO) mice.** **A)** Representative gel image of PCR-based genotyping of CD5L KO (CD5L<sup>-/-</sup>) mice. The wild-type (WT) allele produces a 258 bp product, whereas the knockout (KO) allele produces a 129 bp fragment. **B)** CD5L deletion was confirmed by ELISA analysis of BMDMs supernatant, demonstrating the absence of CD5L secreted protein in the CD5L<sup>-/-</sup> BMDMs media compared to WT BMDM, n=3-4, \*\*p<0.01.

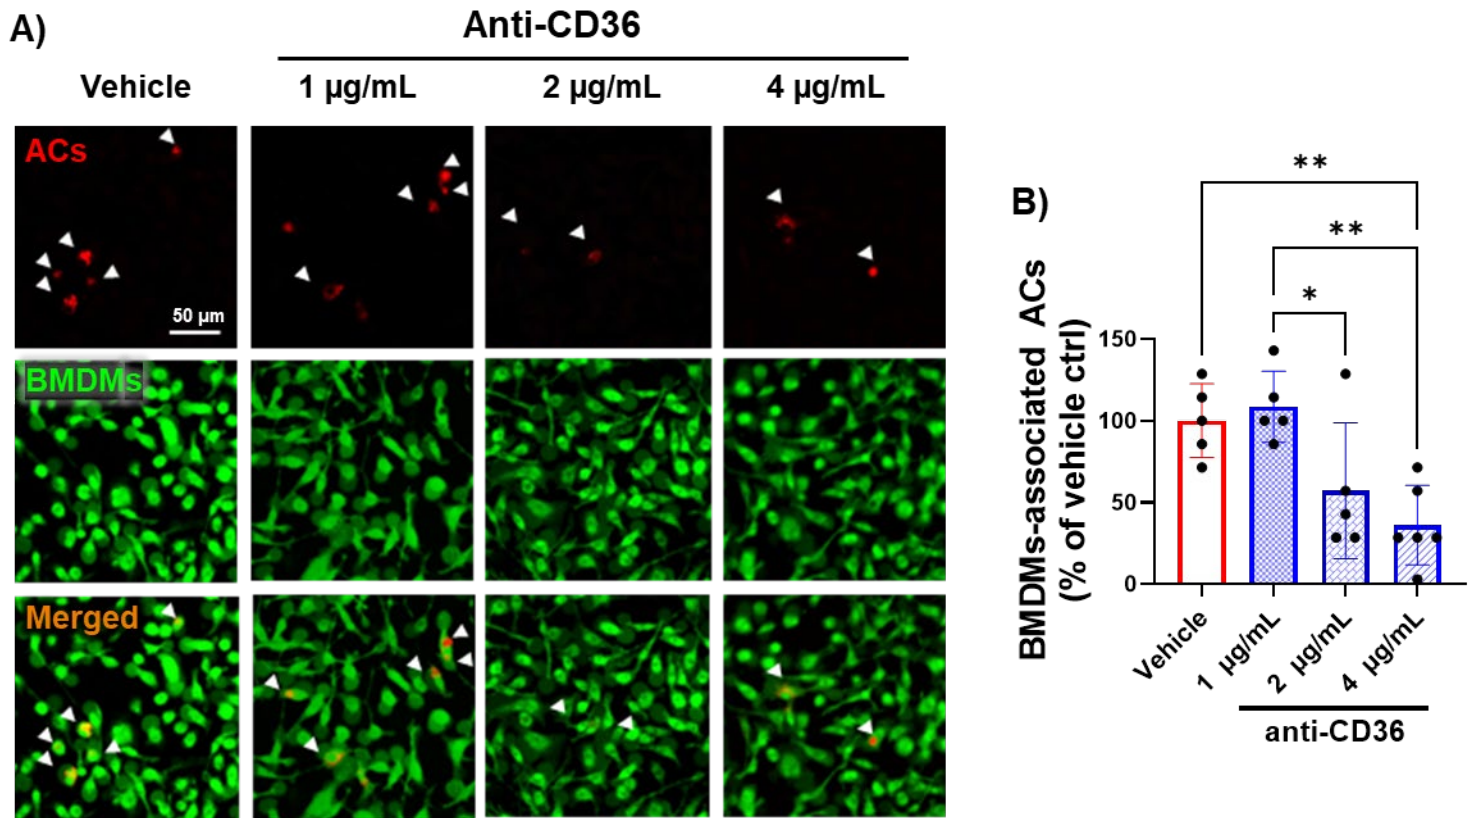

**Figure S3. CD36 neutralization decreases macrophage efferocytosis in vitro.** **A)** Representative images of an in vitro efferocytosis assay where CM-Dil red-labeled ACs were co-cultured with CFDA green-labeled WT BMDMs that were pretreated with increasing concentrations of CD36 neutralizing antibody. **B)** Quantification showed CD36 neutralizing antibody inhibiting efferocytosis in a concentration-dependent manner,  $n=5-6$ ,  $*p<0.05$ ,  $**p<0.01$ .

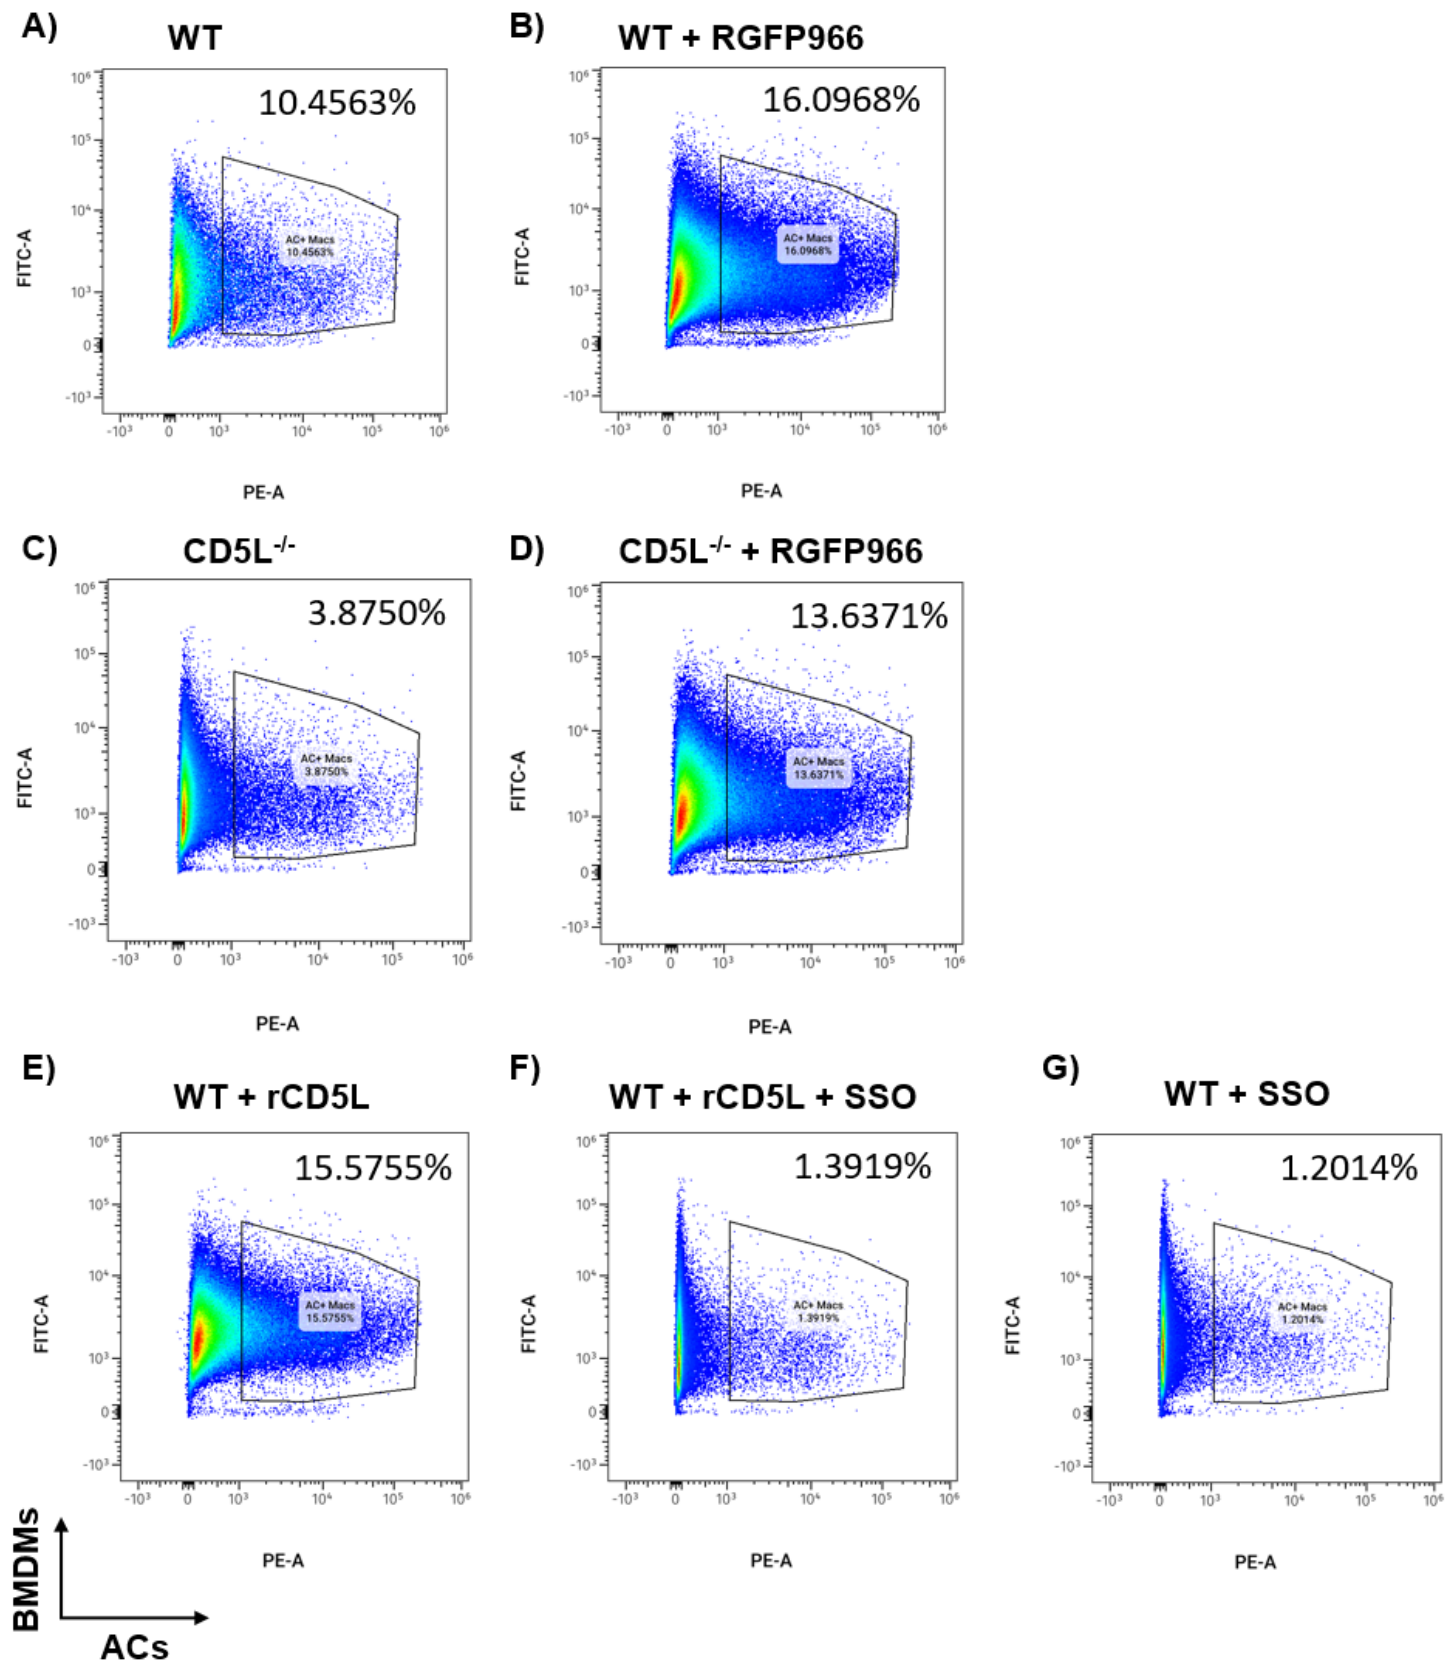

**Figure S4. Representative flow cytometric confirmation of in vitro efferocytosis assay imaging data (figures 3A, 5D in the original manuscript).** CFDA green-labeled WT and CD5L<sup>-/-</sup> BMDMs were treated with

RGFP966 (2  $\mu$ M), rCD5L (1  $\mu$ g/ml), or SSO (200  $\mu$ M) and incubated with CM-Dil red-labeled ACs, followed by washing of unengulfed ACs and suspension of BMDMs for flowcytometric analysis of macrophages that are positive for ACs (denoting engulfment).

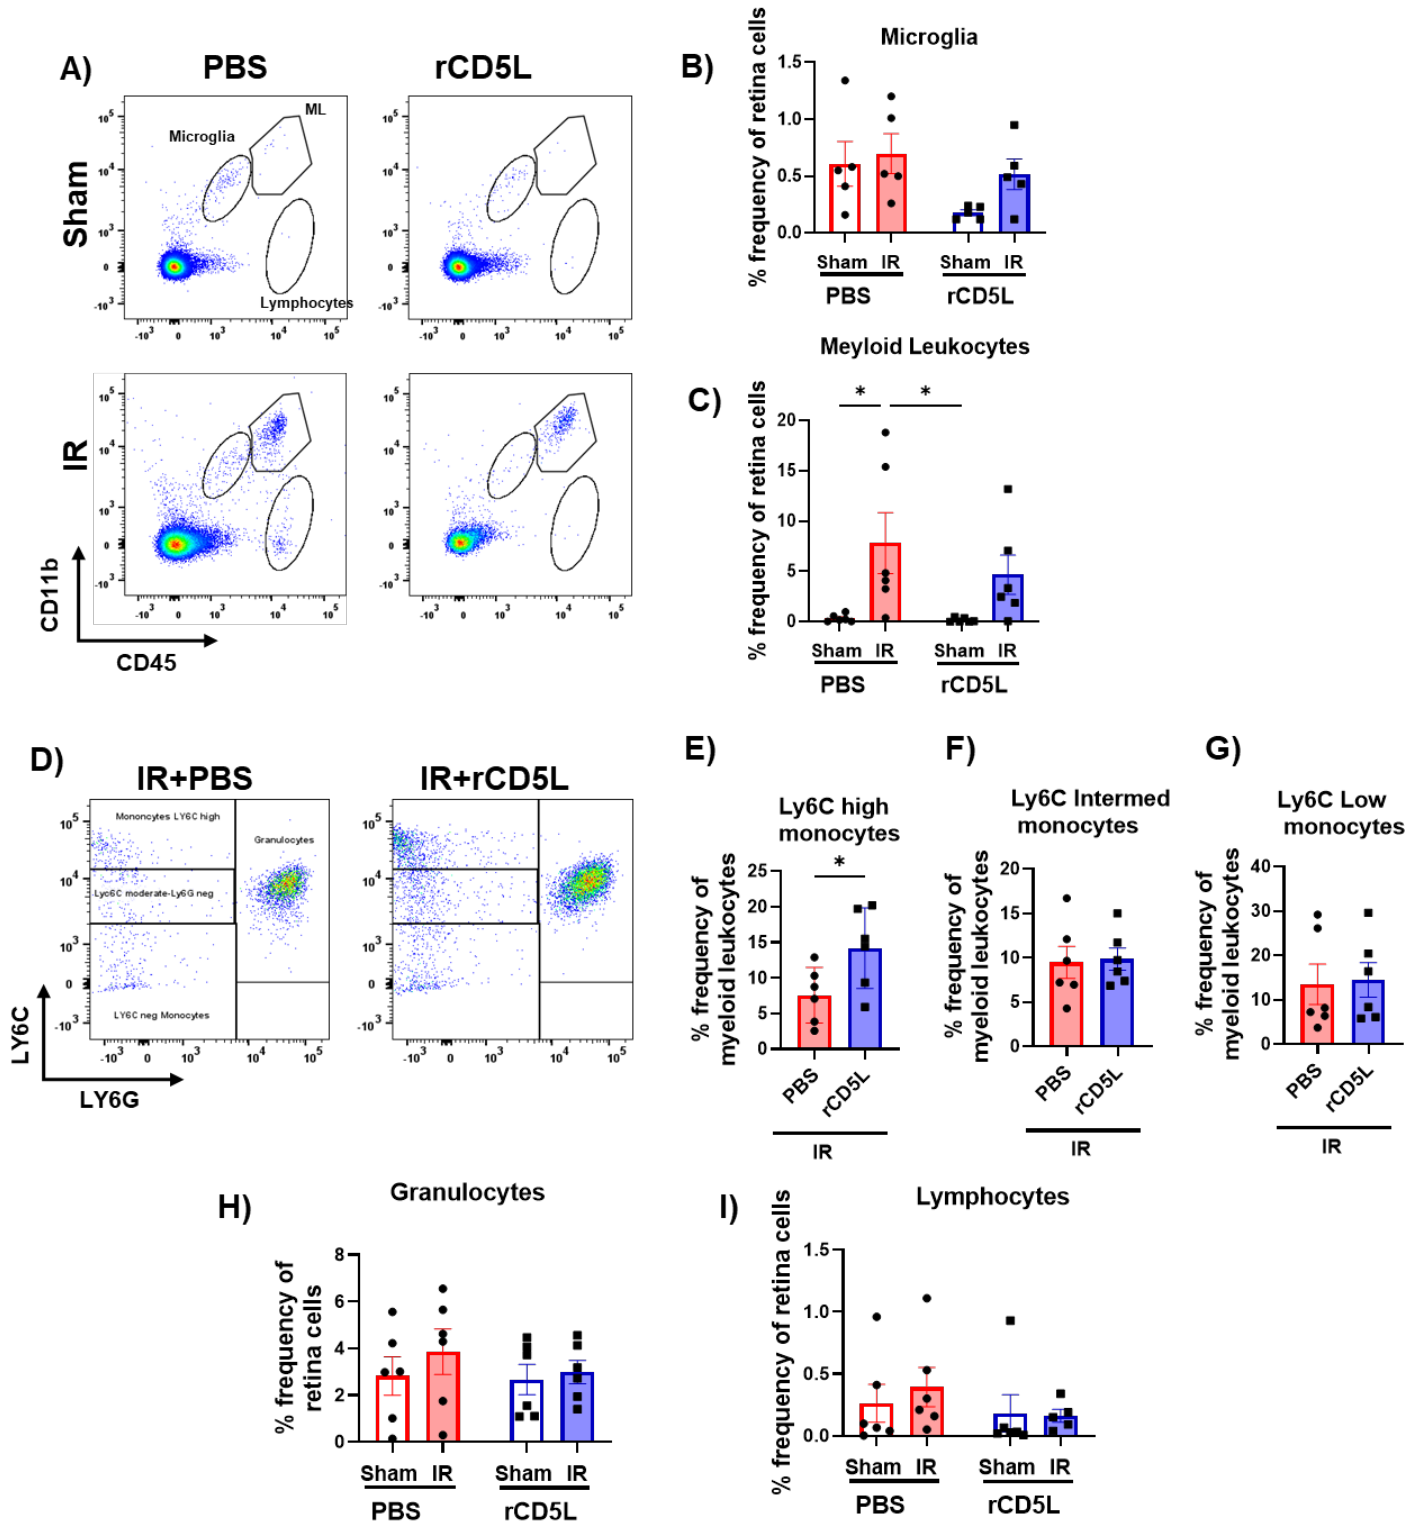

**Figure S5. Effect of rCD5L treatment on IR-induced microglia proliferation and myeloid leukocyte infiltration into the WT retina at 48 hours after injury.** **A)** Representative graphs of the flow-cytometry analyses gating strategy that was used to quantify the immune cell populations of microglia, myeloid leukocytes (ML), and lymphocytes in WT retinas treated with rCD5L (1µg/eye) or PBS (control). **B, C)** The percentage of

microglia and ML was not different between the IR groups. **D)** Representative scatter blots showing the gating strategy of ML based on Ly6C/Ly6G expression into Ly6C<sup>high</sup>, Ly6C<sup>intermediate</sup>, Ly6C<sup>negative</sup> monocytes that were negative for Ly6G, and Ly6C<sup>+</sup>/Ly6G<sup>+</sup> granulocytes. **E-G)** The percentage of Ly6C<sup>hi</sup> monocytes was found to be elevated in rCD5L-treated injured retinas compared to control treatment, with no change in Ly6C<sup>intermediate</sup>, Ly6C<sup>neg</sup> monocytes population between the IR groups. **H, I)** Quantification of granulocytes and lymphocytes, respectively, showed no change between the groups. For each data point, three retinas were pooled, and n=4-5 preparations of pooled retinas were analyzed per group, \*p<0.05.

How the deposited data were processed for this re-analysis (not part of the article)

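RNA from bone marrow-derived macrophages (BMDMs) labelled HDAC3 f/f or M-HDAC3-/- was sequenced after no treatment, coculture with non-apoptotic K562 cells (NACs) or coculture with apoptotic K562 cells (ACs), with 3 biological replicates in each of the 6 groups. Conditions were taken from the deposited sample labels, which call the control genotype wild type where the paper calls it HDAC3 f/f. The authors aligned the reads to a mouse reference genome and counted them on genes. The deposited values are whole counts for the same genes in each of 18 libraries, and no normalization had been applied. Gene identifiers are those of Ensembl. The start and end of 44858 of the 49056 genes shared with GENCODE M21 equal those on GRCm38, and 356 ribosomal RNA genes of that annotation are not among the counted genes. The paper's text does not name the aligner, the counting program or its strand setting, and gives no version of DESeq2.

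Total counts ranged from 4704491 to 26421267, with a median of 16477929. The smallest and largest totals in libraries labelled HDAC3 f/f were 12781394 and 18026031 untreated, 11836451 and 18306347 with NACs, and 9385094 and 14929827 with ACs. In libraries labelled HDAC3-/- they were 4704491 and 26421267, 9431435 and 20621976, and 18495507 and 22664522. A count of 0 allows up to 3 counts, which is a limit from counting error only. Replicates of a group differed by more than counting error, with a chi-squared per degree of freedom from 39.7 to 345 between pairs, and their Pearson correlation across genes was 0.868 to 0.972 on log2 CPM, the counts scaled to a common library total.

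Each comparison was fitted on its own libraries in R 4.3.3 with edgeR 4.0.16. Genes were kept by filterByExpr (minimum count 10, minimum total count 15), library totals were scaled by the TMM method, and glmQLFit with robust dispersions and glmQLFTest gave *p* values, which were adjusted by the Benjamini-Hochberg method with a threshold of 0.05. The comparisons were HDAC3-/- against HDAC3 f/f labels with ACs (12304 genes), with NACs (11923) and untreated (12101), ACs against NACs within each label (11844 in HDAC3 f/f and 12244 in HDAC3-/-), and the interaction of genotype label with ACs or NACs (13076). The count with ACs was also taken beyond an absolute log2 fold change of 1, from the paper's methods, and of 1.5, from the legend of Fig. 1C. Fold changes are base 2. The SE given with the quasi-likelihood test is the size of the log2 fold change divided by the square root of the F statistic. A two-sided exact permutation test on log2 CPM (pseudocount 1 CPM) was added for single genes, and with 3 libraries against 3 its smallest *p* is 0.1.

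The genes named are those the paper names for these data, Lyz2, the genes of the lists, and for each comparison the 5 genes with the largest change in each direction among those with an adjusted *p* under 0.05 whose groups do not overlap. The 9 lists included the 24 genes of Supplementary Fig. 1C and 20 LXR-related genes, which are LXR targets and the receptor genes Nr1h3 and Nr1h2. The others were 20 interferon response genes, 16 genes of K562 and erythroid cells, 12 granulocyte, 10 B cell, 10 fibroblast, 10 dendritic cell and 12 proliferation genes. All 9 lists were tested on limma-voom values with camera (preset correlation 0.01), and again with an estimated correlation and with fry. The principal component analysis used log2 CPM (prior count 2) of the filtered genes.

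The alternatives were the size factors of DESeq2, library totals alone, the Wald test of DESeq2 1.42.0, limma-voom (limma 3.58.1), no filter, a filter of at least 10 counts in every library, all 18 libraries in one fit, a replicate block, an offset for GC content and gene length, both of these together, limma on log2 of raw counts or of CPM without weights, and each library left out in turn. GC content and length came from the transcripts of each gene, and the offset from a smooth fitted in each library with mgcv 1.9.3. These comparisons, their tests, the lists and the alternatives were chosen before the data were examined. The interaction of genotype label with NACs or no treatment, its alternatives, and many of the tests of technical explanations were added after the results had been seen, as the closing section says at each part.

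The tests were checked on simulated data built from the ACs-treated libraries, with 200 of 12304 genes changed. Every planted change was larger in size than the log2 fold change of Cd5l (1.85), and counts were drawn independently for each gene. The recovery therefore does not measure the power for changes as small as that of Cd5l or smaller. The quasi-likelihood test recovered 147 of the 200 (73.5%) and called 11 unchanged genes. The Wald test of DESeq2 recovered 163 and called 29 unchanged genes, and limma-voom recovered 140 and called 8. With a GC trend added to each library, the quasi-likelihood test recovered 107, and with the offset for GC content and length 144.

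Reads were not realigned, and strand, splicing and single exons were not analysed here. No library was left out, apart from the fits that left out each in turn.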

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

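The genotype interaction between NACs and no treatment, the tests of GC content and gene length, of exchanged labels and of nearest libraries were chosen only after the results had been seen. Single outlying samples were not tested, and no group of 3 libraries is enough for such a test on its own. HDAC3-/- untreated replicate 1 had the smallest total (4704491). Its correlations with replicates 2 and 3 of its group were 0.89 and 0.868.

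The difference between libraries labelled HDAC3-/- and HDAC3 f/f changed between no treatment and NACs. The interaction of genotype label with NACs or no treatment passed an adjusted *p* of 0.05 for 4530 of 13005 genes by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment, 2869 of them higher with NACs. With library totals alone 3601 of 4001 were higher, and with DESeq2's size factors 2284 of 5010. In 100 drawn splits of the genotype labels within each treatment, only the labelled split (1 of 100) gave as many genes. Across 13662 genes, the genotype differences without treatment and with NACs had a correlation of −0.663, as large as or larger than this in size in 2 of 100 pairs of splits. All 33 genes that passed both comparisons changed in opposite directions. Differences in GC content and gene length between libraries were tested as the source. With an offset for them 1377 genes passed, and 3537 of the 4530 genes no longer did, which is what such a bias predicts for the calls it makes. The other 993 genes passed with and without the offset, and the correlation was −0.563 after the correction, which argues against GC content and length as the whole source of the pattern. Exchanged labels stay open. Among untreated and NACs libraries, the nearest library of the other genotype label had the other treatment for 11 of 12, before and after the correction, and the exception was HDAC3 f/f NACs replicate 2. These 12 are not independent. An exchange of the genotype labels between the NACs groups, or of the treatment labels between untreated and NACs libraries of 1 genotype, may give this pattern, and so may an effect of NACs that differs between the genotypes. They cannot be told apart here. An exchange predicts a negative correlation like the one found (−0.663), and an effect of NACs that differs between the genotypes allows one. The level of Hdac3 does not separate the labels. Lyz2, from whose locus the Cre is expressed, was lower untreated in libraries labelled HDAC3-/- (log2 fold change −1.94, adjusted *p* = 0.0425 from edgeR's quasi-likelihood test). It was higher with NACs (1.20, adjusted *p* = 0.144, same test) and with ACs (0.80, adjusted *p* = 0.284, same test). Its direction differed between the treatments, so this gene does not settle the labels either. From 3043 genes without HDAC3 f/f untreated replicate 2 to 6297 without HDAC3-/- untreated replicate 1 passed with single libraries left out.

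The genotype difference with ACs also differed from that with NACs. The interaction passed for 10 of 13076 genes, 4 of them higher with ACs. As many genes came from 3 of 100 drawn splits, the labelled one among them. The others gave 1128 and 756 genes, so wrong groupings can give far more calls. With library totals alone 0 of 3 genes were higher, and with DESeq2's size factors 9 of 38. Itgax had an interaction of 4.00 on the log2 scale (adjusted *p* = 0.0303 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and Samd9l one of −4.10 (adjusted *p* = 0.0114, same test). The others higher with ACs were Sdc1 (3.31), Folr2 (3.28) and Stmn1 (2.55), and those lower were Ifit1bl1 (−5.83), 9930111J21Rik2 (−4.49), Gm8995 (−4.47), Ldlrad3 (−4.33) and Xiap, which was named only after its values had been seen. With the offset for GC content and length 250 genes passed, all 10 among them. No gene passed without HDAC3 f/f NACs replicate 1, HDAC3 f/f NACs replicate 3, HDAC3-/- NACs replicate 3 or HDAC3-/- ACs replicate 1 (1919, 1922, 2303 and 2336 with an unadjusted *p* under 0.05), and without HDAC3-/- ACs replicate 2 there were 826. The same NACs libraries enter both interactions, so an exchange of labels among them may bear on these 10 genes too. The count of nearest libraries (11 of 12) and the correlation with the untreated difference (−0.663) leave it open. The genotype differences with NACs and with ACs had a correlation of 0.129 across genes, reached in 57 of 100 pairs of splits, and of the 9 genes called in both 6 changed in the same direction and 3 in opposite directions, which does not decide it. A response to ACs that depends on HDAC3, which the design names, stays open and was not tested apart from the labels.

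The paper does not report ACs against NACs within a genotype from the RNA-seq. In libraries labelled HDAC3-/-, 904 of 12244 genes passed, 325 of them higher with ACs, and with library totals alone 77 of 578 were higher. In libraries labelled HDAC3 f/f none of 11844 passed (493 with an unadjusted *p* under 0.05). The difference between these effects is the interaction of the 10 genes. In HDAC3-/- the labelled split gave the largest count (1 of 10 splits). With 10 splits no share under 0.1 can be reached, so other groupings of those libraries stay open. In HDAC3 f/f the labelled count of 0 fixes the share at 10 of 10, which tests nothing. With the offset for GC content and length 680 genes passed, 394 of them among the 904, which argues against this source as the whole cause. Without HDAC3-/- ACs replicate 1 no gene passed (2169 with an unadjusted *p* under 0.05), and without HDAC3-/- ACs replicate 2 there were 3013. In HDAC3 f/f there were no called genes for human K562 RNA to account for, and the globins were low (median 0.944 CPM with ACs). For the 904 genes in HDAC3-/- it stays open. Only 5 of the 16 genes of its list could be tested there (a camera *p* of 0.843 and a fry *p* of 0.87). A response of the macrophages to ACs and a difference in the labels cannot be separated by the 10 splits.

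The genotype labels of untreated BMDMs were compared by the paper only as a sector of Fig. 1B. Of 12101 genes 1404 passed, 368 of them higher in libraries labelled HDAC3-/-, against 54 of 2405 with library totals alone and 749 of 1637 with DESeq2's size factors. The labelled split gave the largest count in 1 of 10 splits, the smallest share they allow. With the offset for GC content and length 0 genes passed (2187 with an unadjusted *p* under 0.05). Across genes, the log2 fold change had a Spearman correlation of 0.686 with GC content. A difference in GC content or length bias between the libraries is therefore a candidate source of these calls, and a biological difference between the genotypes that follows GC content stays open. Without HDAC3 f/f untreated replicate 2 no gene passed (2577 with an unadjusted *p* under 0.05), nor without HDAC3 f/f untreated replicate 3 (3980) or HDAC3-/- untreated replicate 3 (3593), and without HDAC3-/- untreated replicate 1 there were 5887.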

How the results depend on the processing

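The interaction of genotype label with NACs or no treatment and its alternatives were chosen only after the results had been seen. Counts are genes with an adjusted *p* under 0.05.

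With ACs, the count of 461 genes between the genotype labels stayed within a factor of 1.5 with DESeq2's size factors (497), library totals alone (383), limma-voom (404), all 18 libraries in one fit (658) and both block settings. It was 1367 with DESeq2's Wald test, 728 with no filter, 788 with at least 10 counts in every library, 1236 with the offset for GC content and gene length, 35 with limma on log2 raw counts and 214 with limma on log2 CPM without weights. Most genes called were lower under each of these settings, with the smallest majorities for DESeq2's Wald test (558 of 1367 higher) and the GC offset (539 of 1236 higher). All 461 genes were among the 1367, and 388 were among the 1236. Left out in turn, single libraries gave from 0 genes without HDAC3-/- ACs replicate 1 (1810 with an unadjusted *p* under 0.05) to 1693 without HDAC3-/- ACs replicate 2. Beyond a log2 fold change of 1, the counts were 1367, 728, 788 and 1164 under the first 4 of these settings and from 0 to 1693 with a library left out. Beyond 1.5, they were 785 with DESeq2's Wald test, 271 with the replicate block and the GC offset together, and from 0 to 1257 with a library left out. The 373 genes that passed with ACs only became 1008 with DESeq2's Wald test, 603 with at least 10 counts in every library, 1236 with the GC offset and from 0 to 1422 with a library left out. DESeq2 gave an adjusted *p* to 1158 genes with ACs only.

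With NACs, the count of 103 became 16 with library totals alone (12 higher, against 64 of 103), 482 with DESeq2's Wald test, 38 with limma-voom, 575 with no filter, 0 with all 18 libraries in one fit (2063 with an unadjusted *p* under 0.05), 5 with the block and the GC offset together and 1 with the GC offset. Leaving out 1 library gave from 0 (without HDAC3 f/f NACs replicate 1) to 3121 (without HDAC3 f/f NACs replicate 2). Untreated, the count of 1404 became 2405 with library totals alone, 3179 with DESeq2's Wald test, 2276 with limma-voom, 3308 with all 18 libraries in one fit, and 0 with the GC offset, alone (2187 with an unadjusted *p* under 0.05) or with the block (1571). Leaving out 1 library gave from 0 (without HDAC3 f/f untreated replicate 2 or 3 or HDAC3-/- untreated replicate 3) to 5887 (without HDAC3-/- untreated replicate 1). ACs against NACs in HDAC3 f/f gave 0 genes, 47 with no filter, and from 0 to 1 with a library left out. In HDAC3-/- the count of 904 became 578 with library totals alone, 1386 with DESeq2's Wald test and 252 with all 18 libraries, and from 0 (without HDAC3-/- ACs replicate 1) to 3013 (without HDAC3-/- ACs replicate 2) with a library left out.

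The interaction with ACs or NACs passed for 10 genes, and for 38 with DESeq2's size factors, 3 with library totals alone, 755 with DESeq2's Wald test, 537 with no filter, 3 with all 18 libraries, 250 with the GC offset and 68 with the block and GC offset. A library left out gave from 0 (without replicate 1 or 3 of HDAC3 f/f NACs, HDAC3-/- NACs replicate 3 or HDAC3-/- ACs replicate 1) to 826 (without HDAC3-/- ACs replicate 2). The interaction with NACs or no treatment passed for 4530 genes, for 1377 with the GC offset and 724 with the block and GC offset, and for 3043 to 6297 with a library left out. For the changes of count in these paragraphs the cause was not tested, apart from the GC offset, whose effect on the untreated and NACs counts was tested.

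Scaling moved the median log2 fold change of all genes by more than 0.1 in several comparisons. With library totals alone it went from 0.06 to −0.42 untreated, from −0.003 to 0.31 with NACs, from 0.05 to 0.29 for ACs against NACs in HDAC3 f/f, from 0.09 to −0.07 in HDAC3-/-, from 0.06 to −0.37 for the interaction with ACs or NACs, and to 0.70 for that with NACs or no treatment. With DESeq2's size factors it was 0.19 untreated. With raw counts and ACs it was 0.67, against −0.01.

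The log2 fold change of Cd5l with ACs, 1.85, kept its direction under every alternative. It passed 0.05 with DESeq2's Wald test (1.91), limma-voom (2.28), no filter (1.98) and at least 10 counts in every library (1.85), with adjusted *p* from 0.00207 to 0.0455, and not under the others that kept the 6 libraries without a block, with adjusted *p* up to 0.144. With a library left out it ran from 1.38 to 2.45. The log2 fold change of Hdac3, −0.22, ran from −0.84 to 0.28. The efferocytosis list kept its direction, with a median of 0.48 and camera *p* = 0.0769 with an estimated correlation, and from 0.37 to 0.70 with a library left out. The median of the LXR list, 0.25, was −0.033 with at least 10 counts in every library and −0.15 to 0.33 with a library left out. The share of PC1, 45.0%, was 50.3% on z-scores of the 2500 most variable genes and 43.3% to 53.02% with a library left out. The cause was not tested for these, except that other genes were tested where the filter changed.

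Among single genes with small effects, Cd47 (0.12) was −0.034 with limma-voom, −0.074 with limma on log2 CPM and −0.38 to 0.46 with a library left out. Il4 (−0.95) was 0.015 with the GC offset, 0.47 with the block and GC offset, 0.39 on raw counts and −1.63 to 1.11 with a library left out. Itgav (0.35) was −0.30 with the block and GC offset and −0.40 to 0.69 with a library left out. Jmjd6 (−0.18) was 0.55 on raw counts and −0.32 to 0.081, and Lgals3 (0.26) was −0.006 to 0.48, with a library left out. The cause was not tested. Cd5l and Hdac3, given above, are not part of the following counts. The other single genes, under alternatives that kept every library, were unchanged in direction and call in 366 cases. They gained a call in 19, lost one in 19 and reversed in 8. With a library left out they were unchanged in 173 cases, gained a call in 6, lost one in 25 and reversed in 6.

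The replicate block treats libraries with the same number as one set. The labels do not say that they belong together, and across genes, once the group means were removed, the correlations of the same-numbered libraries were negative or small. Between the genotype labels they were −0.107, −0.329 and 0.097 with ACs, −0.076, −0.186 and 0.046 with NACs and 0.001, −0.099 and 0.004 untreated. Between ACs and NACs they were −0.072, −0.330 and 0.115 in HDAC3 f/f and 0.088, 0.106 and 0.085 in HDAC3-/-, where libraries with different numbers ran from −0.227 to 0.175. With the block, 217 genes passed with NACs, 1400 for ACs against NACs in HDAC3-/-, Cd5l had a log2 fold change of 2.25 (adjusted *p* = 0.00918), Gas6 lost its call (1.42, adjusted *p* = 0.0991), and Cd47 was −0.046. With ACs 373 genes passed, 313 of them among the 461. The cause was not tested.

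Depth limits the weakest genes. Of the called genes named, 5 had at most 4 counts in any ACs-treated library labelled HDAC3-/-. With every ACs-treated library thinned to 9385094 counts, 11246 genes were tested and 512 passed, 417 of them among the 461, and Cd5l was 1.86 (adjusted *p* = 0.0652 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment).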

Differences from the paper's values

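The paper gives an adjusted *p* of 0.025 for CD5L in ACs-treated HDAC3-/- against HDAC3 f/f macrophages. The value from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment was 0.0775 for Cd5l, with a log2 fold change of 1.85 against the paper's 1.97. Of the alternatives set before the data were examined, DESeq2's Wald test (adjusted *p* = 0.0178), which is the method the paper states, and a filter of at least 10 counts in every library (0.0343) gave a value within 1.5 times the paper's. Limma-voom (0.0455), no filter (0.00207) and the replicate block (0.00918) also put Cd5l under 0.05 without coming within 1.5 times. The others did not, and their adjusted *p* reached 0.144. With a library left out, Cd5l passed without HDAC3 f/f ACs replicate 2 (0.00514) and without HDAC3 f/f ACs replicate 3 (0.0489).

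The paper's adjusted *p* for Axl is about 0.038 in Fig. 1D, read by eye, against 0.0861 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. DESeq2's Wald test (0.0329), at least 10 counts in every library (0.0443) and the offset for GC content and gene length (0.0296) closed this gap, and no filter (0.0109) also called Axl. The paper's adjusted *p* for Itgb3 is about 0.035 in Fig. 1D, read by eye, against 0.0724 from the same test. Here at least 10 counts in every library (0.0342) closed the gap, and DESeq2's Wald test (0.0229) and no filter (0.019) called Itgb3 without coming within 1.5 times. With a library left out, both genes passed without HDAC3 f/f ACs replicate 2 (Axl 0.0189, Itgb3 0.0381) and without HDAC3-/- ACs replicate 2 (0.0123 and 0.0177). Over all the alternatives that kept the 6 libraries, the adjusted *p* ran from 0.0109 to 0.178 for Axl and from 0.019 to 0.13 for Itgb3.

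The paper calls all 14 genes of Fig. 1D upregulated DEGs. All 14 were higher here and 1, Gas6, had an adjusted *p* under 0.05 by edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment. None of the alternatives set before the data were examined reached 14. The most was 5, with DESeq2's Wald test or with no filter, and at least 10 counts in every library gave 4.

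The paper's text gives 472 DEGs with ACs, and Fig. 1B labels them as unique to ACs-treated macrophages. Read as all DEGs, the count here was 461, and 1367 with DESeq2's Wald test, the method the paper states, 785 of them beyond a log2 fold change of 1.5. Read as genes called with ACs only, it was 373, and 1008 with DESeq2's Wald test. With ACs only, all 18 libraries in one fit gave 467. Beyond a log2 fold change of 1.5, DESeq2's size factors gave 480, all 18 libraries in one fit 488 and the GC and length offset 492, and without that threshold DESeq2's size factors gave 497. For NACs in place of ACs, DESeq2's Wald test gave 482 genes, 472 of them beyond a log2 fold change of 1.

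The paper states that myeloid cells lacking HDAC3 upregulate CD36 together with CD5L. It shows this by immunolabeling of retina sections (Fig. 4B) and by western blot in the retina and in BMDMs (Fig. 4C–F). These are measures of protein, while the values here are of RNA taken 5 h after coculture, so the measure and the time differ. The legend of Fig. 4E, F names no ACs treatment. In the ACs-treated libraries labelled HDAC3-/-, Cd36 had a log2 fold change of 0.42 (adjusted *p* = 0.603 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), and it passed with the GC and length offset (1.39, adjusted *p* = 0.018), alone or with the replicate block (1.43, adjusted *p* = 0.0467).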

Other observations

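The tests of exchanged and uninformative labels, nearest libraries, retained exons, ribosomal RNA and GC content, and the splits for the counts beyond a log2 fold change of 1 and 1.5, for the genes called with ACs only and for the efferocytosis and LXR lists, were chosen only after the results had been seen.

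Hdac3 did not differ between the genotype labels by more than its spread between libraries in any treatment, with a lower mean in libraries labelled HDAC3-/- with ACs and with NACs and a higher one untreated. A gene that loses exon 7 keeps its other exons, and transcripts that retain them may keep the count, so the log2 fold change with ACs (−0.22) does not decide whether the exon was lost. Retained exons do not account for the spread within the groups, where the highest library exceeded the lowest by a factor of at least 3.92. Wrong genotype labels are another candidate explanation. Over all genes, 10 of 18 libraries had a library with the same genotype label as their nearest, where shuffled labels gave a mean of 8.50 (exact one-sided permutation test, *p* = 0.35), and 5 of 18 had one with the same treatment. After a correction for GC content and length it was 9 of 18 (exact *p* = 0.498). This leaves mislabelled samples open, and no library was reassigned by its level of Hdac3. Labels that carry no information about the libraries are argued against, because the labelled split gave the largest count of genes in each of the 3 treatments, which has a probability of 0.001 if labels are random.

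For the 461 genes called between the genotype labels with ACs, several technical explanations were weighed one by one. The labelled split was the only one of 10 with as many genes (1 of 10), which also held for the genes beyond a log2 fold change of 1 and of 1.5 and those called with ACs only (1 of 10 each). With NACs it was 1 of 10 as well. A camera *p* as small as that of the efferocytosis list, which the study chose on these samples, came from 3 of 10 splits, and of the LXR list from 5 of 10. As 10 splits cannot give a share under 0.1, other groupings of the libraries stay open for all of these. A difference in library total is argued against, as 512 genes passed after every library was thinned to the smallest total. Thinning equalizes depth only. A batch of library preparation that follows the genotype labels was not tested and stays open. With ACs, the share of counts on Gm26917, described below, was 1.40, 1.41 and 1.43% under the label HDAC3 f/f. Under the label HDAC3-/- it was 0.178, 0.195 and 0.288%. GC content and length are argued against as the whole cause with ACs, since 1236 genes passed with the offset, 388 of them among the 461. With NACs they remain a candidate source, as 1 of the 103 genes passed with the offset. A full difference in sex between the groups is argued against, because all of these libraries held Y-linked counts. The 4 Y-linked genes summed to 92.3, 20.4 and 74.8 CPM under the label HDAC3 f/f and to 11.0, 26.4 and 12.8 CPM under the label HDAC3-/-, and Xist had at most 7.10 CPM. The fitted changes went the way of a sex difference. Uty was called lower (−2.08, adjusted *p* = 0.0486 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment). Ddx3y (−2.46), Eif2s3y (−1.26) and Kdm5d (−0.35) were lower and Xist higher (1.98), none of them called. K562 RNA stays open for these genes, because 5 of the 16 genes of its list could be tested (a camera *p* of 0.286). Other bone marrow cells stay open as well. Among the granulocyte, B cell, fibroblast and dendritic cell lists, the smallest fry *p* was 0.219, in the dendritic list, for which camera gave 0.00438 (adjusted *p* = 0.0394 over 9 lists) and an estimated correlation 0.24. Camera gave 0.114 for granulocyte, 0.836 for B cell, 0.0973 for fibroblast, 0.573 for proliferation and 0.732 for interferon response genes. The granulocyte genes ran from −2.262 for Elane, which was called (adjusted *p* = 0.0424 from edgeR's quasi-likelihood test), to 1.265 for Ltf (adjusted *p* = 0.102, same test). Enough counts for a test were found for 12 of the 12 granulocyte genes, 5 of the 10 B cell genes, 9 of the 10 fibroblast genes and 5 of the 10 dendritic cell genes, Itgax among them. A genotype effect stays open and is not separated from the labels.

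The most abundant genes of these lists varied within the groups. With ACs, Ngp ranged from 104 to 405 CPM under the label HDAC3 f/f and from 156 to 476 CPM under the label HDAC3-/-, and S100a9 from 55.4 to 184 and from 22.9 to 118. Igkc ranged from 13.8 to 92.1 and from 8.79 to 56.6 CPM, and Ighm from 5.14 to 41.6 and from 6.23 to 61.3. Sparc ranged from 4.19 to 83.0 and from 51.0 to 87.6 CPM, and Col1a2 from 0.839 to 74.9 and from 38.6 to 109. Cd74 ranged from 42.5 to 426 and from 414 to 571 CPM, and H2-Ab1 from 56.0 to 451 and from 182 to 393.

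The interferon response list was higher with NACs in libraries labelled HDAC3-/-, with a median log2 fold change of 1.21 (camera *p* = 2.07e-06, adjusted *p* = 1.87e-05 over 9 lists; fry *p* = 0.0197; *p* = 0.085 with an estimated correlation). Its interaction with ACs or NACs went down (a camera *p* of 0.000736, or 0.0765 with an estimated correlation, and a fry *p* of 0.0157). Ifit1bl1 had a log2 fold change of 3.84 with NACs and −4.04 without treatment. Between ACs and NACs in HDAC3-/-, the fibroblast list gave a camera *p* of 1.17e-06 and a fry *p* of 0.0748. No explanation was tested for these lists.

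Genes of neurons were counted in some groups. Stmn2 had 83, 26 and 39 counts in NACs-treated libraries labelled HDAC3 f/f, 5, 0 and 0 in those labelled HDAC3-/-, 23, 27 and 48 in untreated libraries labelled HDAC3-/- and 17, 3 and 2 in untreated libraries labelled HDAC3 f/f. With ACs it had 12, 0 and 14 counts under the label HDAC3 f/f and 22, 34 and 24 under the label HDAC3-/-. Elavl4 had 65, 42 and 67 counts in NACs-treated libraries labelled HDAC3 f/f and 5, 1 and 1 in those labelled HDAC3-/-. Hand2 had 123, 16 and 35 counts and 5, 0 and 1 counts, and Nefm had 13, 14 and 23 counts and 0, 0 and 1 counts. No biological explanation was tested.

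The gene Gm42418, which overlaps a copy of ribosomal RNA, took 7.68% of the counts in HDAC3-/- untreated replicate 1, 3.58% in HDAC3-/- ACs replicate 1 and 4.18% in HDAC3-/- ACs replicate 3, and as little as 0.583% elsewhere. Ribosomal RNA left in the libraries may raise it, in which case Gm26917, another such gene, is to rise with it. Its share was 2.33% in the first of these libraries and 0.178% and 0.288% in the others, and with ACs it was lower in libraries labelled HDAC3-/- (log2 fold change −2.58, adjusted *p* = 0.0153 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment), so it rose with Gm42418 in the first and not in the others. Across the 18 libraries the Spearman correlation of the 2 shares was 0.269 (permutation *p* = 0.28) and the Pearson correlation 0.476 (permutation *p* = 0.0467), or 0.123 without the 2 farthest libraries, on which it rests. This does not decide it.

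The paper also measured AXL and LRP1 by RT-PCR. In the RNA-seq, Axl differed between the labels by 0.24 on the log2 scale with NACs (adjusted *p* = 0.663 from edgeR's quasi-likelihood test with Benjamini-Hochberg adjustment) and by 1.61 untreated (adjusted *p* = 0.126, same test). Between ACs and NACs in HDAC3-/- it rose by 1.81 (adjusted *p* = 0.0183, same test), and the interaction was 1.43 (adjusted *p* = 0.255, same test). Lrp1 differed by 0.71 with NACs (adjusted *p* = 0.206, same test) and by −0.45 untreated (adjusted *p* = 0.476, same test), with an interaction of 0.13 (adjusted *p* = 0.909, same test). Cd5l was 1.75 higher on the log2 scale with ACs than with NACs in HDAC3-/- (adjusted *p* = 0.0181, same test) and −0.83 in HDAC3 f/f (adjusted *p* = 0.898, same test).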
